# Optimizing the Use of Zebrafish Feeding Trials for the Safety Evaluation of Genetically Modified Crops

**DOI:** 10.3390/ijms20061472

**Published:** 2019-03-23

**Authors:** Isabelle J. Gabriëls, Lucia Vergauwen, Marthe De Boevre, Stefan Van Dongen, Ronny Blust, Sarah De Saeger, Mia Eeckhout, Marc De Loose, Dries Knapen

**Keywords:** food safety, genetically modified crops, zebrafish, feeding trial

## Abstract

In Europe, the toxicological safety of genetically modified (GM) crops is routinely evaluated using rodent feeding trials, originally designed for testing oral toxicity of chemical compounds. We aimed to develop and optimize methods for advancing the use of zebrafish feeding trials for the safety evaluation of GM crops, using maize as a case study. In a first step, we evaluated the effect of different maize substitution levels. Our results demonstrate the need for preliminary testing to assess potential feed component-related effects on the overall nutritional balance. Next, since a potential effect of a GM crop should ideally be interpreted relative to the natural response variation (i.e., the range of biological values that is considered normal for a particular endpoint) in order to assess the toxicological relevance, we established natural response variation datasets for various zebrafish endpoints. We applied equivalence testing to calculate threshold equivalence limits (ELs) based on the natural response variation as a method for quantifying the range within which a GM crop and its control are considered equivalent. Finally, our results illustrate that the use of commercial control diets (CCDs) and null segregant (NS) controls (helpful for assessing potential effects of the transformation process) would be valuable additions to GM safety assessment strategies.

## 1. Introduction

The safety of genetically modified (GM) crops developed for food and/or feed use has been questioned by the general public ever since their introduction in the late 90s. The development of regulatory frameworks for the assessment and use of GM crops has evolved in different directions throughout the years in different parts of the world. In general, a number of countries (e.g., USA, Canada, Argentina, etc.) apply a product-based approach, in which regulatory requirements depend on the properties of the final GM crop irrespective of the methods by which it was developed [1]. Other legislations (e.g., in the European Union (EU), China, India, etc.) require a more rigorous process-oriented approach, where regulation is based on the technology used to create these crops [1,2,3]. In Europe, socio-economic concerns on food safety in general, and the use of GM crops as food/feed products in particular, has resulted in a significant politicization of the regulatory framework of GM crops [4] and ultimately a more stringent scientific risk assessment carried out by the European Food Safety Agency (EFSA, Regulation EC No 1829/2003). The EFSA GM crop assessment procedure consists of four main steps: (1) the molecular characterization of the GM crop, (2) the comparative analysis of compositional, phenotypic and agronomic properties, (3) the safety assessment for humans and animals concerning the nutritional value, potential allergenic and/or toxic effects and (4) the safety assessment for the environment. In step 3, the potential toxicity of the GM crop is evaluated using animal feeding trials. However, no standardized feeding trial protocols currently exist that are specifically dedicated to the testing of GM crops. The EFSA therefore published a guidance document for the toxicological evaluation of GM crops as whole food/feed, which is based on the use of an adapted version of a 90-day oral toxicity study in rodents (OECD, TG 408 [5]; EFSA [6]; Regulation EC No 1829/2003). Initially, the EFSA advised to consider carrying out a 90-day rodent feeding trial on a case-by-case approach—that is, only in cases where one of the preceding analysis steps (e.g., the compositional analysis) demonstrated substantial differences between the GM crop and its conventional counterpart. However, since the adoption of the EU Commission Implementation Regulation on applications for authorization of genetically modified food and feed in 2013 (European Commission, No. 503/2013), the 90-day rodent feeding trial using whole GM food/feed became a mandatory part of GM crop safety assessment. Ever since, the justification for routine GM crop testing using whole food feeding trials has been debated by several stakeholders [7,8,9,10], and efforts have been made by European authorities to evaluate the added value and limitations of these animal studies. Two key projects that received funding within the Seventh Framework Program of the European Commission are GMO Risk Assessment and Communication of Evidence (GRACE) in 2012 [11] and GM Plant Two Year Safety Testing (G-TwYST) in 2014 [12]. Based on the outcome of these projects it has been suggested that routine animal toxicity testing of GM whole food/feed does not provide relevant additional information on potentially unintended effects in the absence of concerns based on any of the earlier safety assessment steps. However, in 2017, the European Commission concluded: “Difficulties remain to define, with the necessary precision, the level of uncertainties in the application safety data package which would trigger the requirement for the 90-day studies on a case by case basis.” [13] GM crop whole food/feed testing therefore continues to be a mandatory element of the EU risk assessment process.

Since the crop under evaluation in GM crop testing scenarios is specifically intended as a food/feed component, some aspects are conceptually different compared to testing chemical compounds (applied as food or feed additives in low doses), and thus need careful consideration [14]. One such consideration relates to the appropriate dose level to evaluate a GM crop as a component of an experimental diet. According to the EFSA guidance for risk assessment of food and feed from genetically modified plants, “the highest dose level should not cause nutritional imbalance or metabolic disturbances in the test animal” [14]. Evidently, excessive dosing of any given feed component, irrespective of its GM properties, can interfere with the safety evaluation and can lead to the misinterpretation of observed effects. The proper feed component level to obtain nutritionally balanced diets should therefore be carefully established for any specific crop species/animal test-species combination, for example based on a review of literature and/or preliminary studies.

Another important challenge for the safety evaluation of GM food components relates to data interpretation relative to reference or control diets. On the one hand, GM risk assessment generally involves a comparative approach, where the GM crop is compared to its conventional wild type (WT) counterpart (i.e., the non-GM isogenic variety, or a genotype with a genetic background as close as possible to the GM plant) [6], known for its history of safe use [14]. On the other hand, any potential difference in biological effects between GM-containing and conventional feeds should be interpreted relative to the natural response variation of the analyzed endpoints (i.e., the range of biological values that is considered normal for a particular endpoint) to allow proper assessment of the toxicological relevance. The use of equivalence testing methods, a well-established statistical concept in the regulatory framework of novel drug testing, has recently been proposed for this purpose within the context of the evaluation of GM crop toxicity data obtained from animal feeding trials by van der Voet et al. [15]. The use of equivalence testing for assessing potential effects of GM crops is based on the general consensus that the difference between the GM crop and its conventional control should not necessarily be zero in the traditional statistical sense, but should be sufficiently small [15,16]. The calculation of threshold equivalence limits (ELs) is used as a method for quantifying the range within which a GM crop and its control are considered equivalent. One approach for setting such ELs is the specification of fixed values (e.g., as deemed appropriate by regulators). Another approach is the use of the biological variation of endpoint responses after feeding with various non-GM varieties as a reference dataset to generate ELs. Information on this natural response variation can be obtained from either historical data, or from feeding trials using commercially available non-GM reference varieties of the same crop species as the GM component under evaluation [6].

Fish were introduced as test animals in the framework of GM crop risk assessment to investigate the safety of these crops for aquaculture purposes (i.e., to be used as a fish feed ingredient) [17]. The most popular fish species that have been used for these purposes are Atlantic salmon [18,19,20,21,22,23,24,25] and rainbow trout [26,27]. Zebrafish have been used as a model for nutritional research and human metabolic diseases because of their considerable genetic identity and key metabolic similarities with humans [28,29,30], and the zebrafish has recently been proposed as a model for the safety evaluation of GM crops [31,32,33]. An important consideration in this respect is that the amount of crop material (non-GM and GM) required to perform the feeding trials is smaller compared to rodent trials, which may be relevant in cases where available materials are limited. The development and optimization of zebrafish whole food/feed testing methods, complementary to the existing rodent feeding trial, would therefore be a valuable addition to the GM safety assessment toolbox to aid risk assessors in decision-making processes. 

The aim of the present study was to develop and optimize methods that are required for advancing the use of zebrafish feeding trials for the toxicological safety evaluation of GM crops. We used maize as a crop species to design a case study. Numerous GM maize crops have been developed and cultivated, and it is one of the most important GM crop species worldwide in terms of production volume and acreage [34]. In the EU, 25 GM maize events have been authorized for food and feed purposes (EU register of authorized GMOs, January 2019), out of 62 registered events in total. In summary, our results demonstrate the need for preliminary feed tolerance testing to assess potential effects of feed component-related properties on the overall nutritional balance. Further, natural response variation datasets for various zebrafish endpoints were established when feeding with different non-GM maize cultivars. The natural response variation data were used in equivalence testing methods to calculate threshold equivalence limits as a method for quantifying the range within which a GM crop and its control are considered equivalent.

## 2. Results

### 2.1. Evaluating the Maize Substitution Level

#### 2.1.1. Diet Composition

The macronutrient composition of the different experimental diets was analyzed and gross energy values are given in Table 1. The coefficient of variation (CV) was determined for each macronutrient and for the calculated gross energy values of the experimental diets. A good feed intake was visually confirmed for all diet groups.

#### 2.1.2. Biological Parameters

##### Maize Substitution Range Finding

Maize substitution levels did not affect feed intake. All experimental diets were ingested within 5 min after feeding (i.e., 1.25% of the average initial body weight per feeding) and no excess feed was observed. No significant differences were observed between the commercial control diet (CCD) group and 0% of maize substitution (i.e., 25% of wheat) for any of the biological evaluated parameters. The relative condition factor (RCF) values were comparable for all different diet groups at all time points (day 0, 14 and 28) indicating a good general health condition of the fish during the experiment (Table 1). However, increasing the maize substitution level in the diet significantly decreased the absolute growth rate (AGR) of the zebrafish (Figure 1a). Furthermore, fish fed at a 25% maize substitution level showed a significantly lower growth rate compared to fish fed at 0% maize substitution.

Increasing dietary maize substitution levels resulted in a significant decrease in carbohydrate uptake from the feed (Figure 1b). No significant effects were observed when comparing the different maize substitution percentages to 0% maize. Also, no effects were observed on the lipid/protein uptake (Figure S1.1). Increasing maize substitution levels resulted in increased male hepatosomatic index (HSI, Figure 1c). The HSI of males fed with either 20% or 25% maize substitution was significantly higher compared to 0% maize. The level of maize substitution did not affect the HSI in female fish (Figure S1.2). No significant differences were found for the concentrations of energy reserves in liver or muscle for either sex (Figures S1.3–1.6). In absolute values, the total amount of carbohydrate per pooled liver sample significantly increased between 0 and 20% maize substitution in male fish (Figure 2a), but dropped again to control levels at 25% maize substitution. This pattern was not observed in female fish, nor for the other energy components (Figures S1.7–1.8).

##### *Artemia* Supplementation Feeding Trial

Maize substitution levels did not affect feed intake (no excess feed was observed) and no significant differences were observed in RCF of the fish (Table 1). Figure 1 shows that after supplementation of *Artemia*, maize substitution no longer resulted in decreased growth rate or increased male HSI (Figure 1d,f). Moreover, the decreased carbohydrate uptake from the feed observed during the range finding experiment was no longer observed (Figure 1e). The lipid/protein uptake (Figure S1.1), the female HSI (Figure S1.2) and the concentrations of energy reserves in liver and lateral muscle tissue (Figures S1.3–1.6) remained unaffected by varying maize substitution levels. Finally, the differences in the absolute amount of carbohydrates in male livers during the range finding experiment could not be directly compared to the male liver carbohydrates measured during the *Artemia* supplementation trial since 20% maize substitution was not included in the experimental design (Figure 2b). Whether the absolute amount of carbohydrates in male livers was no longer affected after supplementation of *Artemia* could therefore not be determined. No differences were observed in female fish, nor for the other energy components (Figures S1.7–1.8).

#### 2.1.3. Microarray Analysis

Liver mRNA transcript levels were studied using microarray analysis after feeding with *Artemia*-supplemented diets (Gene Expression Omnibus: Series GSE121185, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121185). 

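The microarray data comprised 12 two-colour arrays that compared liver RNA of zebrafish fed 0% maize with that of zebrafish fed 25% maize for 28 days. Livers were pooled per sex and replicate, and the labels of the arrays name 12 pools, 3 of each sex on each diet, each labelled once with Cy5 and once with Cy3. The methods give 4 biological replicates per diet, and the labels carry replicate numbers from 1 to 4 in each diet. Every array held 1 pool of each diet, 10 arrays held a female and a male pool, 1 held 2 female pools and 1 held 2 male pools. The authors quantified the spots with GenePix Pro and processed them with limma, and deposited 1 log ratio per probe and array, with no missing values. The median of an array lay between -0.05 and 0.04. The log base and the direction of the ratio are not given in the sources used here. Base 2 is taken from the convention of limma, and Cy5 over Cy3 is called likely because all 470 values of 47 vitellogenin probes, which detect the yolk precursors made in female liver, had the sign that this direction requires on the 10 arrays of both sexes. All directions given for the diets rest on this. Neighbouring arrays of the loop shared a pool, and the variance between pools was 2.91 times the array error over all probes, so that arrays were not treated as independent replicates. The effect of 25% against 0% maize was estimated with limma after allowing for shared pools, as the mean of the effects in females and males, with Benjamini-Hochberg adjustment over all probes. In data simulated with this design, 93.8% of probes changed by 1 on the log2 scale and 60.2% of those changed by 0.5 were recovered, with 3.63% false calls. The same simulation gave 48.7% false calls where arrays were taken as independent. It drew its pool effects from the fitted model itself, separately for each probe, with no tank effect and no deviation shared between probes. These rates therefore hold for that model and need not hold for the real pools. A value per gene is the mean of its probes, for 6684 genes named by 10307 probes. The small number of arrays limits the precision of every value.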

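The transcripts with the largest rise on 25% maize included slc25a32a, a mitochondrial carrier, with a log2 change of 2.07 (standard error 0.24, adjusted p = 0.00288 from limma), and igfbp1b, an insulin-like growth factor binding protein, with a log2 change of 1.99 (standard error 0.40, adjusted p = 0.0181). The immediate-early transcription factor junbb rose by 1.54, igfbp1a by 1.24, txnipa, a regulator of glucose uptake, by 1.15, ndrg1a by 1.11, gadd45ga by 1.00 and slc25a36a, another mitochondrial carrier, by 0.99 on the log2 scale. The largest fall was that of acaca, the acetyl-CoA carboxylase that starts fatty acid synthesis, at -1.73 (standard error 0.24, adjusted p = 0.00457). Among the others were the magnesium transporter slc41a1 at -1.13, cycsb, a cytochrome c, at -0.94 and hmgcra, the rate-limiting enzyme of cholesterol synthesis, at -0.90. The mitochondrial import chaperone timm10 and the connexin gja13.1 fell by 0.82 and 0.81. In all, 458 probes differed between the diets independent of sex at an adjusted p under 0.05, 210 higher and 248 lower on 25% maize, and 1986 had an unadjusted p under 0.05. With 1 value per gene, 143 of 6684 genes were higher and 187 lower. The count ranged from 63 without the 0% maize male pool of replicate 3 to 1896 without the 0% maize female pool of replicate 2, and was 105 with the replicate number as a block and 35 over tank means. It was 830 with the ovary and oocyte marker score as a covariate and 220 with the intestine marker score, both chosen after seeing the data, and 0 where arrays were scaled to one spread.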

When comparing the 25% to the 0% maize diet independent of sex, 115 differentially expressed transcripts (false discovery rate: p < 0.05) were identified (Table S2.1), with 72 that were upregulated in response to increasing maize substitution levels, and 43 that were downregulated. 

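Of 38 gene lists fixed before the data were examined, 36 had at least 3 measured genes, and 17 of these shifted between the diets by camera with a preset correlation, 10 upwards and 7 downwards on 25% maize. With a correlation estimated from the arrays, 3 of them passed, all downwards. These were the ribosome biogenesis genes, and the nucleotide genes and solute carriers of Fig. 3. The 17 also hold the islet, lipolysis and amino acid lists of Fig. 3. The study chose the genes of all Fig. 3 lists on these samples, so that these lists are not independent evidence. Among the 17, the estimated correlation ran from -0.11 for glycogen genes to 0.71 for erythrocyte genes, against a preset of 0.01. Between the sexes, camera with an estimated correlation called 0 of the 36 lists. It missed the ovary and oocyte genes (adjusted p = 0.217), all 18 of which were higher in female pools. Not passing it is therefore no evidence that a list did not shift. By fry, another list test of limma, 9 of the 36 lists passed for the diets. Among the 17, fry did not pass cholesterol synthesis (adjusted p = 0.196), xenobiotic metabolism (0.294), oxidative stress (0.106) and acute phase (0.178). Nor did it pass exocrine pancreas (0.632), endocrine pancreas (0.367) and erythrocytes (0.331), or the islet (0.0848) and lipolysis (0.106) lists of Fig. 3. Cholesterol synthesis genes shifted downwards (adjusted p = 0.00896 with the preset correlation and 0.595 with an estimated correlation), with hmgcra the only member of 18 that passed the limma test over all genes, while 1 was higher and 4 were lower when adjusted over the list alone. Cytochrome P450 and other xenobiotic metabolism genes shifted upwards (adjusted p = 0.0238 and 0.613 with an estimated correlation), and 1 of 25, cyp2p9, rose by 0.45 on the log2 scale, while 4 were higher and 2 lower when adjusted over the list alone. The mean change of this list was 0.30 (standard error 0.10) in females and -0.10 (standard error 0.10) in males, beside 0.31 and -0.17 for hepatocyte secreted proteins and -0.60 and 0.37 for ovary and oocyte genes. Of the probes that passed, 408 carried a gene symbol, and these named 305 genes.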

The 107 transcripts with a known annotation were associated with 17 different gene ontology (GO) classes (Figure 3a), which were primarily associated with metabolic processes (63% of all transcripts). 

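Of the genes drawn in Fig. 3, 30 were measured here, counting each paralog that a name could stand for, while fasn and pah were not analysed here. All 30 had the direction drawn, although the probes of cel.1 lay on both sides of 0, at -0.03 and 0.13. At an adjusted p under 0.05 from limma over all genes, 14 of the 16 genes drawn as downregulated were lower on 25% maize, and 3 of the 14 drawn as upregulated were higher, namely ppdpfb, ppp1r3ca and bckdk. Adjusted over these genes alone, 24 passed. None of these counts, that of the directions included, is independent evidence, because the study chose the genes on these samples. Probes of 1 gene differed for several of them.

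**Figure D1:**
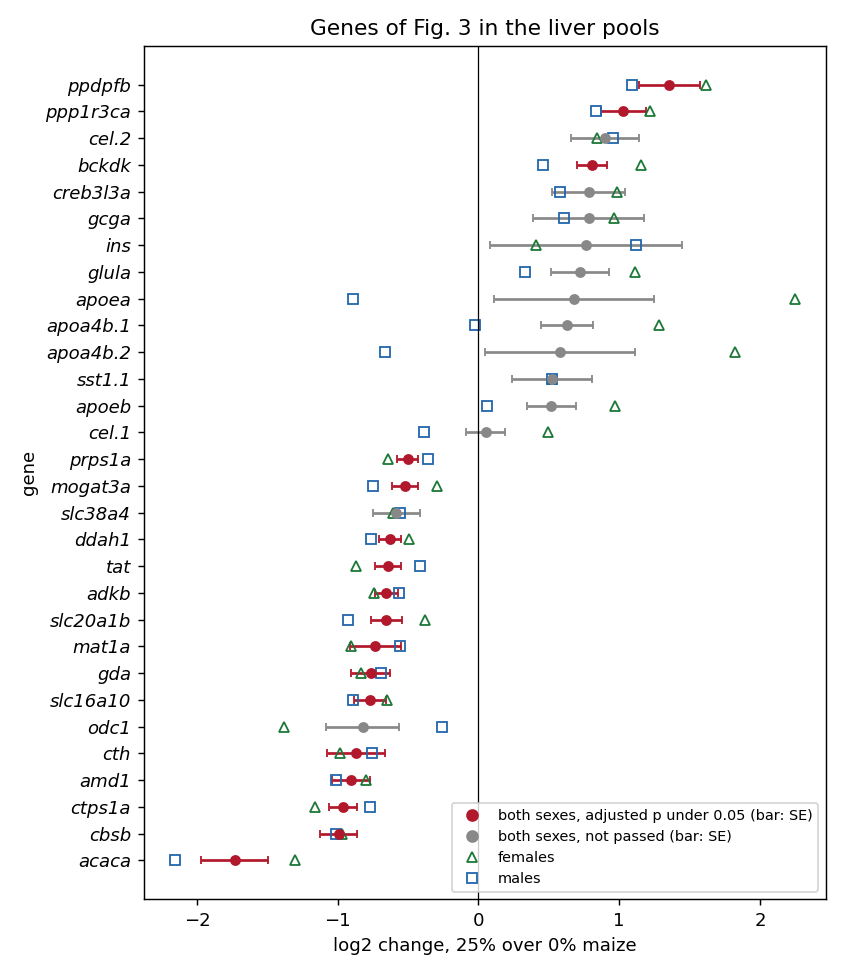
Log2 change of each measured gene of Fig. 3 on 25% over 0% maize (x axis), 1 gene per row, as the mean of both sexes with its standard error (dots) and in females (triangles) and males (squares). Red dots mark the 17 genes with an adjusted p under 0.05, and acaca lies farthest from 0 at -1.73.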

Figure 3b depicts the differentially expressed transcripts associated with carbohydrate, lipid and purine/pyrimidine metabolic pathways. 

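The 3 hormone genes of pancreatic islets had positive log2 changes on 25% maize that did not pass the test. The change was 0.78 for gcga, which encodes glucagon (standard error 0.39, adjusted p = 0.353 from limma), 0.77 for ins, which encodes preproinsulin (standard error 0.68, adjusted p = 0.690), and 0.52 for sst1.1, which encodes somatostatin (standard error 0.29, adjusted p = 0.409). The pancreatic progenitor cell differentiation and proliferation factor ppdpfb rose by 1.36 (standard error 0.21, adjusted p = 0.00681), a fold of 2.56. In females, ins was at -0.68 ± 1.06 (SD, n = 3 pools) on 0% maize and at -0.71 ± 2.53 (SD, n = 3) on 25% maize, relative to the mean of the 12 pools. Within the latter group, replicate 4 was at 2.21 and replicates 2 and 3 were at -2.01 and -2.33. In males, ins was at -0.08 ± 1.08 (SD, n = 3) and 1.47 ± 0.16 (SD, n = 3). Averaged over ins, gcga, gcgb, sst1.1 and sst2, the hormone genes were 0.69 higher on 25% maize (exact permutation test within each sex, two-sided, p = 0.16, where 0.005 is the smallest p possible). The test does not keep the female and male pools of a tank together, so that its p takes them as independent. By the same exact permutation test, the 3 hormone genes of Fig. 3 and ppdpfb were together 0.86 higher (p = 0.04). Of these 4 genes, ppdpfb does not encode a hormone. As a list, the 4 genes shifted upwards (adjusted p = 0.00993 from camera and 0.270 with an estimated correlation). In it ppdpfb was the 1 that passed, also when adjusted over the list alone. The list is not independent evidence, since the study chose the genes on these samples. None of the 8 measured genes of the endocrine pancreas list passed, also when adjusted over the list alone, and the list's shift (adjusted p = 0.0238 from camera) was lost with an estimated correlation (adjusted p = 0.613). The exocrine pancreas genes, at a mean change of 0.16 (standard error 0.19), are given as a measure of pancreas in the pools.

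**Figure D2:**
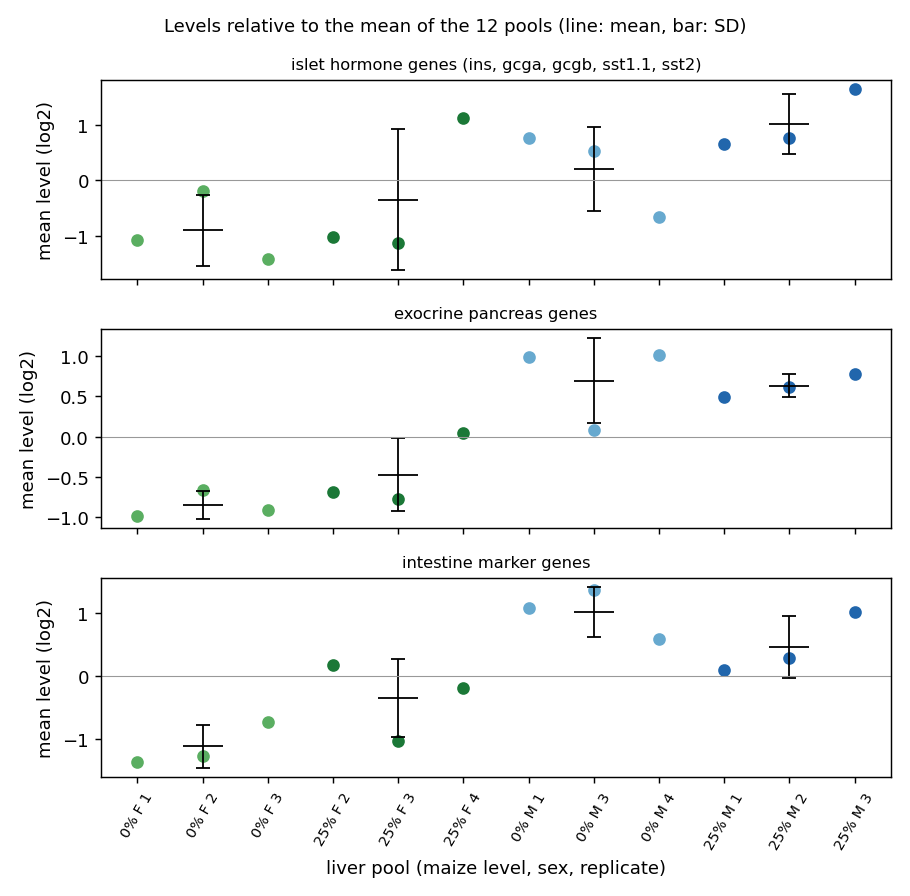
Mean log2 level of islet hormone genes, exocrine pancreas genes and intestine marker genes (y axes) in each of the 12 liver pools (x axis), relative to the mean of all pools, with the mean and SD of each group of 3. In females on 25% maize, the islet hormone genes are at 1.13 in replicate 4 and at -1.03 and -1.14 in the others.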

The transcription of three key islet cell pancreatic hormones (glucagon, preproinsulin and somatostatin), and of the pancreatic cell differentiation and proliferation factor was upregulated after feeding with 25% of maize substitution. 

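Expression of ppp1r3ca, a regulatory subunit that directs protein phosphatase 1 to glycogen, rose by 1.03 on the log2 scale on 25% maize (standard error 0.16, adjusted p = 0.00605 from limma), from -1.02 ± 0.44 to 0.26 ± 0.29 in females and from -0.01 ± 0.31 to 0.77 ± 0.29 in males (SD, n = 3 pools each). The transcription factor creb3l3a had a log2 change of 0.78 that did not pass (standard error 0.26, adjusted p = 0.120). Both measured lipogenic genes of Fig. 3 fell. For acaca the level went from 0.00 ± 0.44 to -1.41 ± 0.51 in females and from 1.73 ± 0.13 to -0.33 ± 0.82 in males (SD, n = 3 pools each), a 3.32-fold lower level on average. The triglyceride-forming acyltransferase mogat3a had a log2 change of -0.52 (standard error 0.09, adjusted p = 0.00889), with 1 of its 3 probes past the threshold. Of 21 measured genes of fatty acid and triglyceride synthesis, these 2 were lower and none was higher, with 1 higher and 3 lower when adjusted over the list alone, and the list as a whole did not shift (adjusted p = 0.280 from camera).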

Further, transcripts related to carbohydrate metabolism were differentially expressed and transcripts coding for enzymes involved in the de novo lipogenesis were downregulated. 

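Carboxyl ester lipase, a lipolytic enzyme of the exocrine pancreas, is encoded by the paralogs cel.1 and cel.2. The log2 change on 25% maize was 0.90 for cel.2 (standard error 0.24, adjusted p = 0.0576 from limma) and 0.05 for cel.1 (standard error 0.14, adjusted p = 0.939). The 3 probes of cel.2 ranged from -0.30 to 1.83, and the highest passed at an adjusted p of 0.033. Of the apolipoprotein E genes, apoeb had a log2 change of 0.52 (standard error 0.17, adjusted p = 0.123) and apoea one of 0.68 (standard error 0.57, adjusted p = 0.656). Of the apolipoprotein A-IV genes, apoa4b.1 was at 0.63 (adjusted p = 0.0776) and apoa4b.2 at 0.58 (adjusted p = 0.697). None of the 6 therefore passed over all genes, and 3 were higher when adjusted over the list alone, which is not independent evidence since the study chose these genes on these samples. As a list they shifted upwards (adjusted p = 0.00896 from camera), which was lost with an estimated correlation (adjusted p = 0.369). In females the log2 changes were 0.97 for apoeb and 1.28 for apoa4b.1, and in males 0.06 and -0.02. Hepatocyte secreted proteins were at 0.31 in females and -0.17 in males. Apolipoprotein A-IV is also abundant in intestine, and 12 intestine markers that include both apoa4b genes had a mean change of 0.76 (standard error 0.39) in females and -0.55 (standard error 0.39) in males. Among 24 lipoprotein and lipid transport genes, apobb.1, an apolipoprotein B gene, rose by 0.50 (standard error 0.08, adjusted p = 0.00782), and it was also the only one when adjusted over the list alone. The mean change of these 24 genes was 0.70 (standard error 0.24) in females and -0.38 (standard error 0.24) in males, and the interaction passed fry (adjusted p = 0.0198) and did not pass camera with an estimated correlation (adjusted p = 0.129).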

The transcriptional expression of a lypolytic enzyme and two different apolipoproteins was upregulated. 

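All 4 nucleotide genes of Fig. 3 were lower on 25% maize. The CTP synthase ctps1a fell by 0.96 on the log2 scale (standard error 0.10, adjusted p = 0.00251 from limma), guanine deaminase gda by 0.77 (standard error 0.14, adjusted p = 0.0111), adenosine kinase adkb by 0.65 and the phosphoribosyl pyrophosphate synthetase prps1a by 0.50. For prps1a this rested on 1 of 2 probes, at -0.96 against -0.04. As a list they passed camera (adjusted p = 1.42e-07 and 0.0181 with an estimated correlation). Of 28 measured genes of purine and pyrimidine synthesis, 5 were lower and 1 was higher, with 6 lower and 2 higher when adjusted over the list alone (adjusted p = 0.00896 from camera and 0.270 with an estimated correlation). Of the 9 amino acid genes of Fig. 3, 6 were lower, 1 was higher and odc1 and glula did not pass. The enzymes of transsulfuration cbsb and cth, which make cysteine from homocysteine, fell by 0.99 (standard error 0.13, adjusted p = 0.0039) and 0.87 (standard error 0.20, adjusted p = 0.0351), and mat1a, which makes S-adenosylmethionine, by 0.73 (standard error 0.18, adjusted p = 0.0399). Tyrosine aminotransferase tat fell by 0.64 with all 5 of its probes past the threshold, amd1 of polyamine synthesis by 0.91 and ddah1, which breaks down methylarginines, by 0.63. The kinase bckdk, which inhibits the breakdown of branched-chain amino acids, rose by 0.81 (standard error 0.10, adjusted p = 0.00327). The change was -0.82 for odc1 (standard error 0.26, adjusted p = 0.103) and 0.72 for glula (standard error 0.20, adjusted p = 0.0686). The 9 genes shifted downwards as a list (adjusted p = 3.24e-04 from camera and 0.270 with an estimated correlation), with 7 lower and 2 higher when adjusted over the list alone, which like the nucleotide genes were chosen by the study on these samples and are not independent evidence. Of 20 genes of the methionine cycle and transsulfuration, 5 were lower and none higher, with 7 lower when adjusted over the list alone (adjusted p = 0.0178 from camera and 0.270 with an estimated correlation). By fry, this list and that of purine and pyrimidine synthesis passed (adjusted p = 0.0145 each). Fig. 3 draws genes of the same pathways, such as cbsb, cth, mat1a, ctps1a and prps1a. Neither list is therefore independent of the genes that the study chose on these samples.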

Transcription of enzymes involved in the synthesis of nucleotides (purines and pyrimidines) was downregulated, as were many genes associated with amino acid metabolism (Figure 3c). 

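The solute carrier slc16a10, an aromatic amino acid transporter, fell by 0.77 on the log2 scale on 25% maize (standard error 0.11, adjusted p = 0.00505 from limma), and the phosphate transporter slc20a1b fell by 0.65 (standard error 0.11, adjusted p = 0.00763). The neutral amino acid transporter slc38a4 was at -0.58 (standard error 0.17, adjusted p = 0.0761). The probes of each gene differed. For slc16a10 they were at -1.43 and -0.10, for slc20a1b at -1.12 and -0.19, and for slc38a4 2 of 6 passed, the lowest at -1.11 and the highest at 0.04. As a list they passed camera (adjusted p = 2.16e-04 and 0.0327 with an estimated correlation). When adjusted over the list alone all 3 genes were lower, which is not independent evidence since the study chose them on these samples.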

Transcription of three different solute carriers was also downregulated. A heat map of the transcriptional patterns described in Figure 3 is provided as Figure S2.1. The remaining 55 unique affected transcripts are given in Figure S2.2. Most of these genes were involved in growth, transport, oxidative stress, immunological, translational and transcriptional processes.

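Of 52 measured ribosome biogenesis genes, 36 were lower and 1 was higher on 25% maize at an adjusted p under 0.05 from limma, and 48 were lower and 1 higher when adjusted over the list alone. The snoRNP proteins nop58 and dkc1 fell by 0.68 (standard error 0.09, adjusted p = 0.0043) and 0.63 (standard error 0.09, adjusted p = 0.00459) on the log2 scale, gnl2 by 0.56 and rrp12 by 0.57. The mean change of the list was -0.40 (standard error 0.07) in females and -0.36 (standard error 0.07) in males, and the shift passed camera (adjusted p = 2.57e-34), also with an estimated correlation (adjusted p = 0.0181). Every arrangement of the diets within the sexes gave a smaller difference than the real one and its mirror (exact permutation test, two-sided, p = 0.005, the smallest possible). This test does not keep the female and male pools of a tank together. Its p therefore takes them as independent, where the tank variance was estimated at 0. None of 72 ribosomal protein genes passed, with a mean change of -0.01 (standard error 0.07), and none passed when adjusted over the list alone. Of 23 genes of growth hormone and insulin signalling, 3 were higher and 1 was lower, the same counts as when adjusted over the list alone. Besides the igfbp1 genes these were the glucocorticoid-responsive tsc22d3, which rose by 0.67 (standard error 0.11, adjusted p = 0.00763), and igf1, the growth factor made in liver, which fell by 0.41 (standard error 0.08, adjusted p = 0.0170) as the mean of 2 probes that did not pass singly. Of 32 acute phase, complement and innate immunity genes, socs3a rose by 0.79 (standard error 0.19, adjusted p = 0.0363) and the others did not pass, also when adjusted over the list alone (adjusted p = 0.00726 from camera and 0.409 with an estimated correlation).

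**Figure D3:**
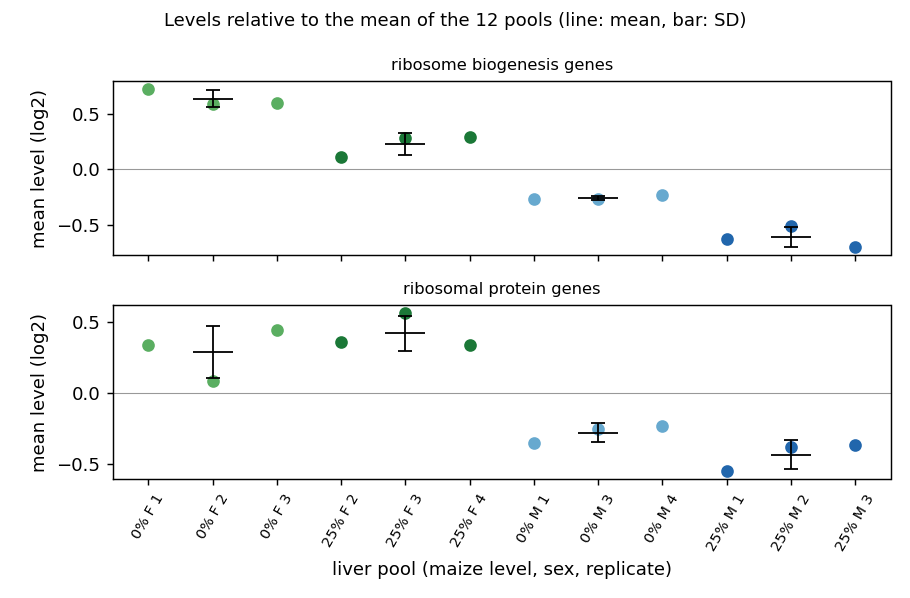
Mean log2 level of 52 ribosome biogenesis genes and 72 ribosomal protein genes (y axes) in each of the 12 liver pools (x axis), relative to the mean of all pools, with the mean and SD of each group of 3. Ribosome biogenesis genes were at 0.63 ± 0.07 in females on 0% and at 0.23 ± 0.10 on 25% maize.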

### 2.2. Estimating the Natural Response Variation

The macronutrient composition of the 10 experimental diets, each containing 15% of a different maize variety (MV), is given in Table 2. The variation in macronutrient composition as estimated by the coefficient of variation was higher compared to the experimental diets used during the range finding trial (Table 1), where only one maize variety (MV6) was used in different percentages. For example, the diet containing maize variety 9 (MV9; see Table S3.1), a sweet maize variety, had a high carbohydrate and lipid content while the diet containing the silo maize variety 8 (MV8) showed a rather low carbohydrate content. 

The natural response variation of the various biological endpoints (see Table S4.1 for data) was estimated by recording zebrafish responses to feeding with the 10 different non-GM maize reference varieties and used for evaluating the use of equivalence testing.

### 2.3. Evaluating the Use of Equivalence Testing

For the selected endpoints, traditional statistical testing methods were applied first (see Table S4.2 for data). Figure 4 provides a few examples illustrating the concept of equivalence testing. The estimated variation used for calculating equivalence between the different diet groups are provided in Table S5.2. Differences between the diet groups as calculated using the distribution-wise equivalence (DWE) criterion were scaled based on the natural response variation.

The lowest likelihood of equivalence was found for the null segregant (NS)–wild type (WT) contrast, for which equivalence was not likely for three endpoints since the central point estimates for adult and larval length, as well as liver protein content, were outside the equivalence limit range. For the GM–WT comparison, the central point estimates of two endpoints (larval length and liver protein content) were outside the equivalence limit range. Interestingly, the NS–WT controls and GM–WT diet groups seem less equivalent than GM and NS, for which equivalence was ‘more likely than not’ for all endpoints, as all central point estimates were within the equivalence limit range.

## 3. Discussion

### 3.1. Physiological Effects of Maize Substitution and Diet Composition

Isoenergetic dietary substitution of wheat by maize affected carbohydrate uptake from the feed, which was associated with altered biological processes such as growth. Increased maize substitution resulted in a decreased absolute growth rate of the fish, a decreased carbohydrate uptake from the feed and an increased hepatosomatic index of male fish. Wheat and maize have similar carbohydrate contents (±70% starch), and the carbohydrate content of the different diets was similar (31.1 ± 2.4 g/100 g). The observed effects were therefore most likely related to nutrient digestibility and processing differences between maize and wheat by zebrafish. Such differences are commonly associated with properties inherent to the botanical origin of cereal grains [35]. For example, wheat starch granules are smaller (22–25 μm) compared to maize starch granules (35–40 μm) [36], resulting in a higher surface to volume ratio and thus better accessibility for digestive enzymes. Despite fish species-specific differences in overall carbohydrate digestibility, a lower digestibility of maize compared to wheat has been reported for gilthead sea bream [36,37], European sea bass juveniles [38], Juniá catfish and Nile tilapia [39].

Lower carbohydrate digestibility in maize-rich diets could have contributed to decreased growth rates. The addition of carbohydrates to the diet administered as wheat has been shown previously to positively influence zebrafish growth [40], and better growth performance of fish fed with wheat as opposed to maize has been demonstrated in gilthead sea bream [36,37]. While our carbohydrate uptake and growth rate data were derived from pooled male and female fish, we have shown an increase in liver carbohydrate stores at a 20% maize substitution level in males specifically, associated with a significant increase in male HSI. Females did not show an increased HSI or altered glycogen storage capacity, suggesting sex-specific differences in carbohydrate digestibility and storage.

Effects of high maize levels in feed on carbohydrate processing were no longer observed after supplementation of newly-hatched *Artemia* nauplii to the experimental diets. This live feed is characterized by a balanced nutritional profile considered ideal for zebrafish [41,42], and thus appears to have compensated for a decrease in available dietary carbohydrates in maize-rich diets (e.g., by providing a net energy surplus allowing fish to allocate more energy to biological processes such as growth).

### 3.2. Hepatopancreatic Transcriptome Responses to Maize Substitution

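Genes of digestive enzymes made by the exocrine pancreas and hormone genes of the islets were measured in every liver pool. Of 27 exocrine pancreas genes, 25 were lower and 1 was higher in female than in male pools at an adjusted p under 0.05 from limma, with a median log2 difference of -1.48, and 6 of 8 endocrine pancreas genes were lower, with a median of -1.14. Markers of other tissues also differed between the sexes. The ratios compare pools and do not by themselves show that a tissue was present in a pool. All 18 ovary and oocyte genes were higher in female pools, with a median of 3.65, and of 12 intestine genes 10 were lower, with a median of -1.38. Hepatocyte secreted proteins were lower in female pools to a similar extent, with 24 of 27 lower, 2 higher and a median of -1.49. The values therefore do not show less pancreas or intestine relative to hepatocytes in female pools. The mean level of the ovary and oocyte genes in females on 0% maize was 2.50, 1.15 and 2.53 in replicates 1, 2 and 3, and on 25% maize 1.39, 1.84 and 1.32 in replicates 2, 3 and 4, relative to the mean of the 12 pools. Male pools were at -1.95 ± 0.15 (SD, n = 3) on 0% maize and at -1.63 ± 0.41 (SD, n = 3) on 25% maize. None of the exocrine pancreas, endocrine pancreas, ovary and oocyte, or intestine genes differed between the diets independent of sex by limma at the adjusted threshold. This held over all genes and over each of these 4 lists alone. The exocrine pancreas list shifted upwards on 25% maize (adjusted p = 0.0424 from camera), which was lost with an estimated correlation (adjusted p = 0.759). Its mean change was 0.49 (standard error 0.32) in females and -0.18 (standard error 0.32) in males, against -0.60 (standard error 0.44) and 0.37 (standard error 0.44) for ovary and oocyte genes and 0.76 and -0.55 for intestine genes.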

As the pancreatic tissue in zebrafish is closely intertwined with the liver, the tissue samples that were analyzed consist of both hepatocytes and pancreatic cells. The hepatopancreatic transcriptome analysis was designed to detect effects of high maize levels in feed that are subtler than the apical effects on growth and hepatosomatic index described earlier, but could still be important in interpreting potential effects of the presence of GM crops in feed in cases where physiologically equivalent control and GM crop-supplemented diets are used. All fish were therefore given balanced *Artemia*-supplemented diets for this analysis. 

Carbohydrate metabolism was one of the most clearly affected processes at the level of gene transcription after feeding at a high (25%) maize substitution level. 

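Apart from ppp1r3ca, no member of the 7 measured genes of glycogen synthesis and breakdown passed the limma test for the diets, also when adjusted over the list alone. The list shifted upwards (adjusted p = 0.0294 from camera), which was lost with an estimated correlation (adjusted p = 0.263). It passed fry for the diets (adjusted p = 8.95e-04) and did not pass the exact permutation test within each sex (p = 0.085). Its mean log2 change was 0.54 (standard error 0.03) in females and -0.05 (standard error 0.03) in males, and the difference between the sexes passed fry (adjusted p = 1.38e-04) and did not pass camera with an estimated correlation (adjusted p = 0.129). Markers of cell types also had opposite signs in the sexes, with mean changes of 0.31 (standard error 0.09) in females and -0.17 (standard error 0.09) in males for hepatocyte secreted proteins, and of -0.60 (standard error 0.44) and 0.37 (standard error 0.44) for ovary and oocyte genes. Of 13 gluconeogenesis genes, none passed over all genes, and 2 were higher and 2 lower when adjusted over the list alone (adjusted p = 0.435 from camera). Their mean change was 0.28 (95% interval 0.08 to 0.48) in females and -0.32 (95% interval -0.52 to -0.12) in males, and the interaction passed fry (adjusted p = 0.0369) and did not pass camera with an estimated correlation (adjusted p = 0.162). The glucose-6-phosphatase gene g6pc1a.2, whose product releases glucose from liver, had a log2 change of 0.50 (standard error 0.14, adjusted p = 0.0742), and fructose-bisphosphatase fbp1b one of -0.29 (standard error 0.09, adjusted p = 0.0794). Of 19 genes of glycolysis and glucose uptake, the phosphoglycerate mutase pgam1a was lower by a change of -0.59 (standard error 0.12, adjusted p = 0.0207) and none was higher, also when adjusted over the list alone.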

The upregulated transcription of genes involved in insulin metabolism-related processes [43,44], hepatic glucose production through the transcriptional activation of key regulators of the gluconeogenesis [45], and inhibition of glycogen synthesis after feeding at high maize substitution levels suggest a potential compensation for the lower carbohydrate digestibility of maize-rich diets. Next to genes that are directly involved in carbohydrate metabolism, multiple genes involved in fat metabolism were found to be affected as well. 

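Of 31 measured genes of fatty acid oxidation and lipolysis, 4 were higher and 1 was lower on 25% maize at an adjusted p under 0.05 from limma, with 7 higher and 2 lower when adjusted over the list alone. Among them were the thiolase acaa2, which rose by 0.39 on the log2 scale (standard error 0.06, adjusted p = 0.00672), etfdh, which passes electrons from fatty acid oxidation to the respiratory chain, by 0.45 (standard error 0.10, adjusted p = 0.0299), and hadh by 0.36 (standard error 0.08, adjusted p = 0.0325). The acyl-CoA synthetase acsl1b fell by 0.36 (standard error 0.09, adjusted p = 0.0396). The list shifted upwards (adjusted p = 3.39e-05 from camera), which was lost with an estimated correlation (adjusted p = 0.263). It passed fry for the diets (adjusted p = 0.0145) and did not pass the exact permutation test within each sex (p = 0.075). Its mean change was 0.32 (standard error 0.06) in females and -0.04 (standard error 0.06) in males, and the interaction passed fry (adjusted p = 0.0369) and did not pass camera with an estimated correlation (adjusted p = 0.171). The mean change of hepatocyte secreted proteins was of similar size in females, at 0.31, and was -0.17 (standard error 0.09) in males. Ovary and oocyte genes were at -0.60 in females and 0.37 in males.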

Upregulated hepatic lipolysis and lipid transport/export protein transcripts suggest an increased dependency on fatty acids as the primary fuel in both liver and the rest of the organism, as well as an increased production of glycerol as a substrate for gluconeogenesis. On the other hand, high maize levels in feed triggered downregulation of many transcripts associated with amino acid metabolism. Overall, our data thus suggest a shift towards increased gluconeogenesis, glycogenolysis and fatty acid catabolism in response to the possible reduction of available glucose that is associated with maize-rich diets, but not to the extent where protein and amino acid catabolism is activated for producing alternative fuels.

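Over 46 genes of amino acid breakdown fixed as a wider list, 4 were higher and 3 lower on 25% maize at an adjusted p under 0.05 from limma, with 4 higher and 6 lower when adjusted over the list alone, and the list did not shift as a whole (adjusted p = 0.435 from camera). Besides bckdk, the histidine-degrading enzyme ftcd rose by 0.52 on the log2 scale (standard error 0.10, adjusted p = 0.0167) and glutamate dehydrogenase glud1a by 0.36 (standard error 0.08, adjusted p = 0.0311). Of 11 polyamine synthesis genes, amd1 was the only one to pass, with 1 higher and 2 lower when adjusted over the list alone. Of 5 genes of the urea cycle, arginine and glutamine, ddah1 alone passed, with 1 higher and 1 lower when adjusted over the list alone. The paper starts from a lower carbohydrate digestibility of maize and from transcripts of insulin-related processes, gluconeogenesis, glycogen synthesis, lipolysis and amino acid metabolism. It proposes that less glucose may be available on maize-rich diets, with a shift towards making glucose, breaking down glycogen and burning fatty acids. In its proposal, the breakdown of protein and amino acids for fuel is not activated.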

Next to the altered energy metabolism pathways, genes associated with response to stress were differentially expressed after feeding at a high maize substitution level. 

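Of 43 heat shock and unfolded protein response genes, 3 were lower, xbp1 by a change of -0.68, hyou1 of -0.49 and atf4a of -0.34, with 6 lower when adjusted over the list alone. The list as a whole did not pass camera (adjusted p = 0.0539), which held in 21 of 32 settings, while the list passed in the others.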

Overall, an increased stress response could have contributed to the physiological effects during the range finding feeding trial. 

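Of 44 measured genes of oxidative stress and glutathione metabolism, 3 were higher and 1 was lower on 25% maize at an adjusted p under 0.05 from limma, with 5 higher and 1 lower when adjusted over the list alone. The glutathione S-transferase gstt1b rose by 0.86 on the log2 scale (standard error 0.10, adjusted p = 0.00265), the methionine sulfoxide reductase msrb2 by 0.49 (standard error 0.08, adjusted p = 0.00819) and catalase, cat, which removes hydrogen peroxide, by 0.34 (standard error 0.08, adjusted p = 0.0269). The subunit gclc of the enzyme that limits glutathione synthesis fell by 0.29 (standard error 0.07, adjusted p = 0.0363). The list shifted upwards (adjusted p = 0.0446 from camera), which was lost with an estimated correlation (adjusted p = 0.409). Its mean change was 0.21 (standard error 0.06) in females and -0.03 (standard error 0.06) in males, and the interaction did not pass fry (adjusted p = 0.0670) or camera with an estimated correlation (adjusted p = 0.171). Hepatocyte secreted proteins were at 0.31 in females and -0.17 in males, and ovary and oocyte genes at -0.60 and 0.37.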

A transcriptional upregulation of genes involved in oxidative stress-related processes was observed, which could be an early sign of cytotoxicity. Feeding at high maize substitution levels could therefore have induced hepatotoxicity, which could be related to the significantly increased (male) hepatosomatic index. However, the dietary supplementation of *Artemia* seemed to minimize potential stress-induced responses at the physiological level.

### 3.3. Using Natural Response Variation Datasets for Equivalence Testing

The use of equivalence testing methods has been proposed to statistically evaluate whether a potential difference between the GM crop and one of its controls exceeds the reference natural response variation, and should therefore be considered as toxicologically relevant [15,16,46,47]. Although the EFSA does currently explicitly recommend the use of equivalence testing as a statistical approach for assessing the biochemical properties of the GM plant itself relative to its control and naturally related plants [46], it is important to note that equivalence testing methods have currently not yet been adopted in formal GM crop whole food/feed animal testing guidelines, and case studies are needed to evaluate their potential use [15]. To illustrate the application of equivalence testing methods using zebrafish data, we assessed a broad selection of endpoints at different levels of biological organization. The degree of natural response variation differed strongly between endpoints (see Table S4.1). Indeed, feeding with different non-GM maize cultivars caused high levels of variation for some zebrafish responses (e.g., energy reserves in liver tissue), but low levels of variation in other cases (e.g., hepatosomatic index).

In many cases, threshold limits for demonstrating equivalence are set using fixed values. For instance, the use of one standard deviation (SD) has been considered as an appropriate EL for GM crop safety evaluation [6] in cases where previous toxicity tests have shown that an effect size (i.e., the observed difference between dietary treatment groups) of one SD or less is of little toxicological relevance [47]. However, because some biological processes are known to be characterized by a higher response variation compared to others, equivalence limits cannot be extrapolated from one endpoint to another without additional, dedicated toxicity testing. In general, fixed ‘one-size-fits-all’ equivalence limits are therefore not necessarily representative of the actual natural response variation [48], and the use of additional data to generate threshold ELs based on endpoint-specific natural response variation, like we did using the DWE criterion [15], is likely to result in more accurate safety assessments. Within this context, the EFSA primarily advises the use of historical control data, compiled from earlier feeding trials using different non-GM control crops, for estimating the natural variation while reducing the number of animals required. However, historical data should only be used if generated by the same laboratory within 5 years preceding the study in question (OECD, TG452 [49]). In practice, and in particular for zebrafish studies for which such historical datasets are often not available at all, natural response reference variation datasets will therefore need to be generated in parallel to the actual GM feeding trials in most cases. 

Overall, the between-replicate variation of the data generated in the present study was large compared to other sources of variation (see Table S5.2), resulting in broad confidence intervals exceeding the EL range. Increasing the number of biological replicates therefore is a strategy that could be considered. Nonetheless, the central point estimates were within the EL range for the GM–null segregant comparison, meaning that equivalence was more likely than not for these two dietary treatments. The NS and WT control on the one hand, and the GM and WT control on the other hand, seemed less equivalent. In other words, the zebrafish responses to GM-containing feed were more similar to null segregant-containing feed than to WT control-containing feed. These findings suggest that the transformation process itself can be an important source of biological variation. The use of a null segregant control should therefore be considered in addition to the WT conventional counterpart as a valuable addition to standard procedures for GM safety assessment.

### 3.4. Recommendations and Conclusions

Within the context of the mandatory whole GM food/feed feeding trials that are part of the GM crop risk assessment process in European and other legislations, we aimed to develop and optimize methods for advancing the use of zebrafish feeding trials for the toxicological safety evaluation of GM crops using maize as a crop species in a case study. First, our results support the need for preliminary testing to assess potential feed component-related effects on overall nutritional balance. In our case, simply using a different carbohydrate source could sufficiently alter the nutritional balance of the diet to affect important physiological processes, despite a good general acceptance and equivalent macronutrient composition in the experimental diets. A separate step involving a feeding trial for the evaluation of component substitution levels could therefore be a valuable addition to zebrafish and other GM safety testing strategies. Next, an adequate substitution level for the actual GM component evaluation trial can be selected, which should be kept below nutritional and physiological effect limits, while still allowing the detection of potential effects of the GM component under assessment. Based on our results, we suggest a substitution level of 15% in GM maize feeding trials using zebrafish. Of course, the potential consequences of feed component substitution are largely dependent on the properties of the crop species under evaluation, and the selection of an adequate substitution level should therefore be made on a case by case basis. Specifically for zebrafish feeding trials, dietary supplementation with *Artemia* (or similar) could be considered as an additional measure to achieve balanced diets. Furthermore, commercial control diets (relevant for assessing feed formulation) and null segregant controls (relevant for assessing potential effects of the transformation process) are currently not included in GM risk assessment strategies, but would be valuable additions. To provide more detailed information on the mechanistic basis of observed biological responses, specific genes of interest could be selected for routine qPCR analysis. Finally, to facilitate the assessment of the toxicological/health relevance, a potential effect of a GM crop compared to its control identified using traditional statistical testing methods should ideally be interpreted relative to the natural response variation of the biological endpoint of concern. The natural response variation can be used as a reference dataset in equivalence testing methods to scale the observed differences between GM crop and control.

## 4. Materials and Methods 

### 4.1. Fish Husbandry and Ethics Statement

Adult zebrafish (*Danio rerio*) from an AB wild type line, maintained in Zebrafishlab at the University of Antwerp (Belgium) were used for all experiments. Fish husbandry was carried out in strict accordance with the EU Directive on the protection of animals used for scientific purposes (2010/63/EU). The presented work was approved by the Ethical Committee for Animals of the University of Antwerp (project number 2014-28). Reconstituted freshwater was used as fish medium and was prepared from reverse osmosis water (Werner, Leverkusen, Germany) by adjusting the conductivity to 500 ± 15 µS/cm (total hardness 45 mg/L CaCO_3_) using Instant Ocean Sea Salt (Blacksburg, VA, USA) at pH 7.5 ± 0.3 (adjusted using NaHCO_3_). Fish were kept at a density of 20 animals per 3.5 L tank in a ZebTEC stand-alone system (total water volume 250 L; Tecniplast, Buguggiate, Italy) at 28 °C ± 0.2, a 14/10 h light/dark cycle and continuous biological filtration and water recirculation. Ammonium, nitrite and nitrate levels of the system were monitored twice a week using Tetratest kits (Tetra, Melle, Germany), and values were always below 0.25, 0.3 and 12.5 mg/L, respectively. Before initiating a feeding trial, adult zebrafish were kept under these standard conditions for at least one month while being fed a commercial control diet (Biogran Medium).

### 4.2. Experimental Diet Formulation

Experimental diets (Table 3) were formulated based on the nutrient composition of a typical commercial fish feed and produced at the Laboratory for Feed Technology at Ghent University. The production protocol is available in Supplementary Materials S6. All maize crops were cultivated at the Institute for Agricultural and Fisheries Research (ILVO; see Table S3.1). All ingredients were analyzed for pesticide residues (Primoris CVBA, Zwijnaarde, Belgium) and mycotoxins (Centre of Excellence in Mycotoxicology and Public Health, Ghent University; see Supplementary Materials S3) [50]. No pesticide residues were found, and in cases where mycotoxins were detected, all values were within the known guidance values for animal feed (Table S3.1).

For evaluating the maize substitution level (see Section 4.3.1), experimental diets were developed to be isoenergetic by gradually substituting wheat (a cereal grain source similar to maize) with maize, resulting in six experimental diets ranging from 0 to 25% of maize (corresponding to 25 to 0% of wheat, respectively; see Table 3). For estimating the natural response variation (see Section 4.3.2), fish were fed with 10 different maize reference varieties while keeping the substitution level fixed at 15% (marked with an asterisk in Table 3). The reference varieties were selected to include a large variation in characteristics (e.g., carbohydrate content) to achieve maximal variation in zebrafish responses (Table S3.1). The same feed formulation and maize percentage (15%, marked with asterisk in Table 3) were used during the transgenerational experiment for evaluating the use of equivalence testing, resulting in three experimental feeds containing either GM maize, WT maize or NS maize (see Section 4.3.3).

### 4.3. Overall Experimental Design

We first investigated the effects of maize substitution in the diets of zebrafish using non-GM maize. Two feeding trials were carried out for that purpose. First, the maximum level of maize substitution tolerable for zebrafish was determined. In a second feeding trial, two questions were addressed: (1) does the addition of live *Artemia salina* nauplii to the experimental diet compensate for adverse effects observed at high maize substitution levels, and (2) does the presence of maize in the diet affect mRNA transcriptional profiles in the zebrafish liver.

After having established the optimal GM substitution level and general feeding conditions, the natural variation of the different zebrafish endpoints was determined after feeding with 10 non-GM maize reference varieties.

Finally, the use of equivalence testing in zebrafish-based GM feeding trials was evaluated. To provide a number of relevant examples of equivalence testing datasets, we used data on an experimental GM maize and two different controls (wild type and null segregant) that originated from a transgenerational feeding trial carried out in our laboratory. The transgenerational study aspects themselves, however, are not the focus of the present study.

#### 4.3.1. Evaluating the Maize Substitution Level

First, a range finding experiment was carried out using six experimental diets (0, 5, 10, 15, 20 and 25% of maize substitution, see Section 4.2 for feed formulation) and one reference commercial control diet (Biogran Medium, Prodac International, Cittadella, Italy). Each diet group consisted of three biological replicates (10 male and 10 female fish per replicate). Fish were fed twice a day (at 9 a.m. and 3 p.m., 1.25% of the average wet weight at day 0 per feeding—i.e., 2.5% of the average initial wet weight per day in total) for 4 weeks. Relative condition factor (RCF, see Section 4.4) and length were determined at day 0, 14 and 28 (end) of the feeding trial to evaluate the general well-being of the fish (*n* = 60). Total fecal matter produced over 24 hours (i.e., one day of feeding) per replicate tank (*n* = 3) was collected during the final week of the feeding trial. At day 28, fish were not given any feed to facilitate dissection of the tissues and to avoid fecal contamination of the samples. Before dissection, fish were euthanized by an overdose of 300 mg/L tricaine methanesulfonate (MS222; pH 7.5; Sigma-Aldrich, St. Louis, MO, USA) followed by decapitation. Liver and lateral muscle tissue were immediately removed and pooled per replicate per sex (*n* = 3 per sex) for measuring energy reserves (see Section 4.5). Lateral muscle tissue was removed from the same area for all fish. Livers were weighed for calculating the hepatosomatic index (HSI). Tissues were frozen in liquid nitrogen and stored at –80 °C.

In a second feeding trial, three experimental diets were tested (i.e., 0%, 15% and 25% of maize substitution) representing a minimum, intermediate and high dietary maize level. Each diet group consisted of four biological replicates (10 males and 10 females per replicate). Fish were fed twice daily with experimental diets (2.5% average wet weight per day, 9 a.m. and 3 p.m.), and once daily with newly hatched *Artemia* nauplii (cysts purchased from Fleuren & Nooijen BV, The Netherlands; approximately 0.5% average wet weight at 12 a.m.) for 4 weeks. RCF and total fecal matter were determined as described earlier. Liver and lateral muscle tissue were isolated and pooled per replicate per sex (*n* = 4 per sex). Once livers were weighed for calculating the HSI, pooled liver tissues were homogenized in liquid nitrogen using a mortar and pestle to avoid RNA degradation. One aliquot of the liver tissue was preserved in QIAzol Lysis Reagent at −80 °C until RNA extraction. Male and female liver tissue derived from fish fed with 0 and 25% maize substitution was used for microarray analysis. A second liver tissue aliquot and the collected lateral muscle tissue were stored in –80 °C for the analysis of the energy reserves (see Section 4.5).

#### 4.3.2. Estimating the Natural Response Variation

A total of 10 different non-GM maize reference varieties (see Table S3.1) were evaluated at a fixed maize substitution level of 15%. Each diet group consisted of three replicates (10 males and 10 females per replicate). Fish were fed three times a day: experimental feed at 9 a.m. and 3 p.m. (2.5% average wet weight per day) and *Artemia* nauplii at 12 a.m. (approximately 0.5% average wet weight) for 12 weeks. The evaluated endpoints and time points are given in Figure 5.

#### 4.3.3. Evaluating the Use of Equivalence Testing

For the purpose of evaluating the use of natural response variation data in an equivalence testing approach, a case study was developed by testing a non-commercial GM maize and two different types of controls. To provide a number of relevant examples of equivalence testing datasets, we used data that originated from a transgenerational feeding trial carried out in our laboratory, although the transgenerational study aspects themselves are not the focus of the present study. The GM maize had been developed previously and independently of the present study, and is characterized by an increased production of GA20-OXIDASE 1, an enzyme involved in the synthesis of gibberellic acid regulating growth and stretching of plant cells [51,52]. Controls included the wild type maize (WT; i.e., the original starting material for producing the GM maize), and the null segregant (NS; i.e., progeny plant having experienced the transformation process but lacking the transgene). Including these two controls allowed for the evaluation of potential effects of the genetic modification itself (GM maize versus NS), potential effects of the transformation process (NS versus WT) and potential effects of both aspects combined (GM maize versus WT). More details on the experimental design of the transgenerational feeding trial, including raising the different generations, is provided in the Supplementary Materials S7.

### 4.4. Relative Condition Factor and Tissue Somatic Indices

All fish were weighed (up to 0.01 g accuracy) and fork length was determined (up to 1 mm accuracy). The relative condition factor (RCF) was calculated using the body wet weight (W in g) and fork length (L in mm) [53]. Parameters a and b were derived from the weight–length relationship of all individual fish at the start of every feeding trial, described by: W = aL^b^ [54]. The RCF was calculated as RCF = W/aL^b^. The absolute growth rate (AGR) was calculated as AGR = (L_f_-L_i_)/t, with L_i_ as the mean initial fork length per replicate measured at the first day of the feeding trial; L_f_ as the mean final length per replicate; and t as time in days [55]. The hepatosomatic (HSI) and gonadosomatic indices (GSI; i.e., the weight of the liver and gonads respective to the total body weight of the fish) were calculated at the end of each feeding trial. Values were calculated based on pooled samples of 10 liver or gonadal tissues per sex per replicate, and HSI and GSI were calculated using the sum of the total body weight of the 10 corresponding fish.

### 4.5. Tissue Energy Reserves, Macronutrient Composition of the Diets and Feed Digestibility

After weighing, all tissue samples were homogenized in Milli-Q water using a TissueRuptor (Qiagen, Hilden, Germany). One aliquot (200 µL, approximately 8 mg tissue) of liver/muscle tissue homogenate was treated with 0.2 N perchloric acid to precipitate proteins. The supernatant was aspirated and transferred to a new recipient. Pellets were dissolved and total protein content was analyzed using the Bradford method (Bio-Rad Laboratories, Nazareth, Belgium), measuring spectrophotometric absorbance at 595 nm in a microplate reader (Synergy Mx, Biotek Instruments Inc., VT, USA). Bovine serum albumin (Merck, Belgium) in Milli-Q water was used as a reference curve to calculate protein concentrations. To determine the digestible carbohydrate content, the supernatant was incubated with Anthrone reagent and absorption was measured at 630 nm [56]. A standard curve was constructed using purified bovine liver glycogen (Merck, Belgium) in 0.2 N perchloric acid. A second aliquot was used for total lipid analysis. Total lipid extraction [57] was followed by an incubation period with 99.99% sulphuric acid. A calibration curve of tripalmitin (Acros Organics, Thermofisher, Geel, Belgium) in chloroform was used for calculating total lipid content measuring spectrophotometric absorption at 375 nm. Protocol details on measuring energy reserves are provided in Supplementary Materials S8.

The macronutrient composition of the diets was determined using the same methods as for the tissue samples. A portion of each diet was homogenized in Milli-Q water and an aliquot of 200 µL (2 mg) was used for analysis. The main digestible carbohydrate molecule in the diets is starch (theoretically 91% according to the diet formulation); a standard curve using maize starch in 0.2 N perchloric acid was therefore constructed. Gross energy values were calculated using gross energy contents of 17.5 kJ/g for carbohydrates, 24 kJ/g for proteins and 39.5 kJ/g for lipids [58]. To estimate the digestibility of the experimental diets, the composition of the fecal samples (measured in 200-µL aliquots containing 4 mg) was determined using the same methods. Digestibility/daily nutrient uptake from the feed was calculated by determining the ratio of the quantity of each component (i.e., carbohydrates, proteins and lipids) measured in the fecal sample per replicate relative to the quantity of that component present in the feed dosage of one day per replicate.

### 4.6. RNA Isolation, Labeling and Two-Color Microarray Analysis

The effects of feeding at 0, 15 and 25% maize substitution levels at the transcriptome level (see Section 4.3.1) were measured in liver tissue of both male and female fish using microarray analysis. RNA extraction was performed using QIAzol Lysis Reagent (Qiagen, Hilden, Germany), chloroform and 2-propanol according to the manufacturer’s instructions, and further purified using lithium chloride (see Supplementary Materials S2 for RNA purity and integrity data). RNA was reverse transcribed into cDNA, after which cRNA was constructed in the presence of Cyanine-3-CTP or Cyanine-5-CTP using the Low Input QuickAmp Labeling Kit Two-Color (Agilent Technologies, Diegem, Belgium) according to the manufacturer’s protocol. The labeled cRNA was purified using RNeasy Mini Kit (Qiagen, Hilden, Germany). Hybridizations were performed on Agilent zebrafish (V3) gene expression 4×44K microarrays (AMADID 026437, Agilent Technologies). A simple n-loop design [59] was used in which each sample was labeled once in Cy3 and once in Cy5, resulting in 12 arrays for 24 samples (0 and 25% maize, 4 biological replicates per diet, analyzed per sex). Every microarray contained 825 ng of both Cy3- and Cy5-labeled cRNA. Microarrays were incubated at 65 °C for 17 h in a rotating hybridization chamber at 10 rpm, washed with Agilent wash buffers and immediately scanned using a Genepix Personal 4100A confocal scanner (Axon Instruments, Union City, CA, USA) at a resolution of 5 µm. The photomultiplier tube voltages (PMT) for separate channels were adjusted to obtain an overall red/green ratio of 1 ± 0.3. Images were processed using GenePix Pro 6.1 software (Axon Instruments, Union City, CA, USA) for spot identification and quantification of the fluorescent signal intensities. The statistical processing of raw microarray data was carried out using the R package Limma as described by Vergauwen et al. [60]. Details on the statistical microarray data processing steps are provided as Supplementary Materials S2 [61]. 

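In females, 93 probes differed between 25% and 0% maize at an adjusted p under 0.05 from limma, 77 higher and 16 lower, and with 1 value per gene 64 genes were higher and 24 lower. In males, 6 probes differed, 1 higher and 5 lower, and 1260 had an unadjusted p under 0.05. Genes that passed in females included slc25a32a with a log2 change of 2.64, slc25a36a with 1.63, ndrg1a with 1.53, bckdk with 1.15 and ctps1a with -1.16. In males the 2 genes that passed were gadd45ga, which was higher, and timm10, with a log2 change of -1.37, each at an adjusted p of 0.0302. The count of probes in males ranged from 0 to 13 with 1 pool left out, with 11 of the 12 pools moving it by over 1.5 times, and was 0 with the replicate number as a block. A difference between the sexes in the diet effect was tested as an interaction, for which no probe passed with limma and 1113 had an unadjusted p under 0.05. The contrasts within a sex were less precise, with a standard error 1.67 times that of the mean of both sexes. Each rests on 3 pools per diet in place of 6. Also, only 1 array held female pools of both diets and 1 held male pools of both diets. For the interaction the standard error was 2.68 times that of the mean of both sexes, so that only large differences could pass. The count in females ranged from 0 without any of the 0% maize pools of replicates 1 and 3 or the 25% maize pools of replicates 2 and 4, or without the 25% maize male pool of replicate 3, to 527 without the 0% maize pool of replicate 2. It was 2 with the replicate number as a block, 16 with the ovary and oocyte marker score as a covariate, 1 with the exocrine pancreas score and 11 with the intestine score, these scores being chosen after seeing the data. With arrays scaled to a common spread, the counts in females, in males and for the interaction all rose, and that in males exceeded that in females. This scaling enlarges the 2 arrays of 1 sex by its construction.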

The total number of significantly differentially expressed genes was calculated for three different contrasts: female 25 vs. 0% maize, male 25 vs. 0% maize and 25 vs. 0% maize independent of sex. Heat maps (Figures S2.1 and S2.2) were produced using the MultiExperiment Viewer software version 4.9.0 (MeV, http://mev.tm4.org). The gene ontology (GO) classes covering the differentially expressed genes were identified using the GO blast tool AmiGO (http://amigo.geneontology.org/amigo). Affected pathways were identified using the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway database (http://www.genome.jp/kegg/pathway.html).

### 4.7. Reproductive Performance and Quality of the Offspring

Spawning was induced by a morning light stimulus in each replicate tank. Eggs were collected, rinsed using reconstituted freshwater and fertility rate was visually determined under a Leica S8APO stereomicroscope. Fertilized eggs were transferred to 48-well plates (1 plate per replicate), each well containing 1 embryo in 1 mL medium, and reared in an incubator at 28.5 °C at a 14/10 h light/dark cycle. Mortality and hatching were monitored at 8, 24, 48, 72 and 96 h post fertilization (hpf). The quality of the embryos was evaluated at 96 hpf by assessing embryonic development (morphology—e.g., swim bladder inflation, length and swimming distance). To determine length, embryos were photographed together with a calibrator and images were analyzed using the ImageJ software (available at http://rsbweb.nih.gov/ij/). Swimming distance was recorded during a 40 min light period using a Zebrabox 3.0 video tracking device (ViewPoint, Lyon, France) and calculated using the Zebralab software (version 3.20.5.104).

### 4.8. Data Analysis

#### 4.8.1. Evaluating the Maize Substitution Level

Datasets were tested using parametric one-way analysis of variance (ANOVA), using a Dunnett’s post hoc multiple comparisons test comparing each experimental diet to the experimental diet containing 0% maize substitution. In cases where data were obtained for individual fish within replicate groups (e.g., RCF), an additional replicate-effect should be nested within the main factor of interest. In this case, mixed one-way ANOVA models were used to include both the random (i.e., replicate) and the fixed factor (i.e., diet group). Pearson’s r correlation was used to test the relationship between the maize substitution level and the effects on a given endpoint. To test the overall quality of the experimental diet, 0% maize substitution values of all endpoints were compared to the commercial control diet using an unpaired t-test. Data were considered significantly different when p-values were <0.05. Statistical analyses were performed using GraphPad Prism version 7.00 and R Statistical Software (R Core Team, 2018 version 3.5.0, https://www.Rproject.org/).

#### 4.8.2. Evaluating the Use of Equivalence Testing

A number of endpoints that were evaluated during the transgenerational trial (see Section 4.3.3) were selected as a case study. The data were first analyzed using traditional statistical testing methods (ordinary or mixed one-way ANOVA). Subsequently, equivalence was tested for these endpoints. Equivalence testing requires prior specification of criteria. The different strategies for setting criteria relevant to GM crop safety evaluation are discussed in Supplementary Materials S5. We applied the distribution-wise equivalence (DWE) criterion according to van der Voet et al. [15], as it allows simultaneous consideration of variation among non-GM reference groups (different non-GM maize cultivars), inter-replicate variation and variation among feeding trials. Equivalence limits were calculated based on our reference dataset on natural variation in zebrafish responses. The central point estimates presented in the present study represent the mean equivalence-limit scaled (based on non-GM reference data) differences between the dietary treatments under comparison. Briefly, when central point estimates are within the equivalence limits interval (–1,+1), it is considered that ‘equivalence is more likely than not’. If not only the central point but also its corresponding confidence intervals are within the (–1,+1) limits, this is considered as ‘proof of equivalence’ [15]. It is important to note however that a failure to demonstrate equivalence is not a proof of non-equivalence. The statistical approach for equivalence testing is described in more detail in Supplementary Box S5.1.

## Figures and Tables

**Figure 1:**
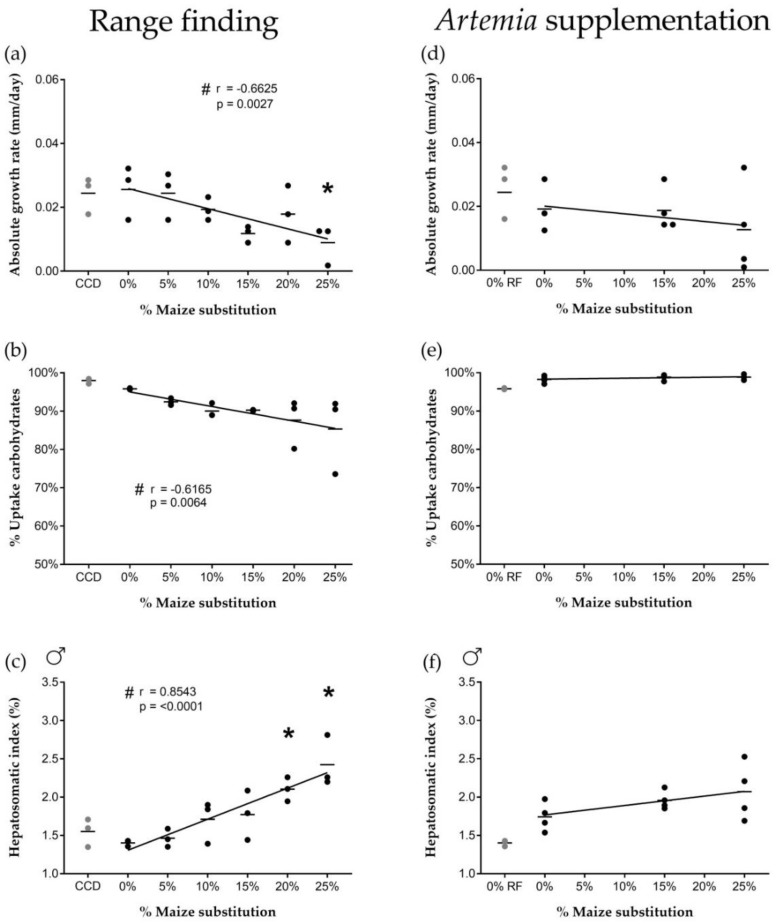
Effects of increasing dietary maize substitution levels. Range finding feeding trial: Increasing maize substitution levels resulted in (**a**) a significant decrease in the absolute growth rate (AGR) (*n* = 3), (**b**) a significant decrease in the % uptake of carbohydrates from the feed (*n* = 3) and (**c**) a significant increase in the hepatosomatic index (HSI) of male fish (*n* = 3). *Artemia* supplementation feeding trial: After the introduction of *Artemia* in the diets, increasing maize substitution levels no longer significantly affected (**d**) the AGR (*n* = 4), (**e**) the % uptake of carbohydrates from the feed (*n* = 4) or (**f**) the HSI of male fish (*n* = 4). Circles represent biological replicates; horizontal lines represent the mean of all replicates; *: significantly different from 0% maize (*p* < 0.05); #: significant correlation between maize substitution level and the respective parameter (*p* < 0.05); CCD: commercial control diet; 0% RF: 0% maize substitution values derived from the range finding feeding trial.

**Figure 2:**
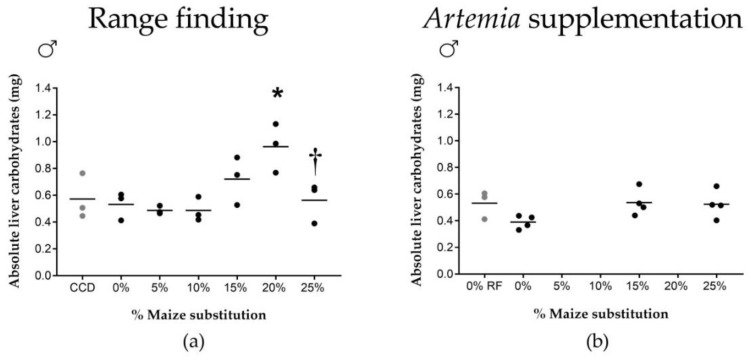
Effects of increasing dietary maize substitution level on liver carbohydrate content. (**a**) Range finding feeding trial: Increasing maize substitution levels resulted in an increase in the absolute amount of carbohydrates per pooled liver sample in male fish (*n* = 3) between 0 and 20% maize substitution; (**b**) *Artemia* supplementation feeding trial: No differences were observed in the absolute amount of carbohydrates in livers of male fish for the evaluated maize substitution levels (*n* = 4). *: significantly different from 0% maize (*p* < 0.05); †: significantly different from 20% maize (*p* < 0.05); CCD: commercial control diet; 0% RF: 0% maize substitution values derived from the range finding feeding trial.

**Figure 3:**
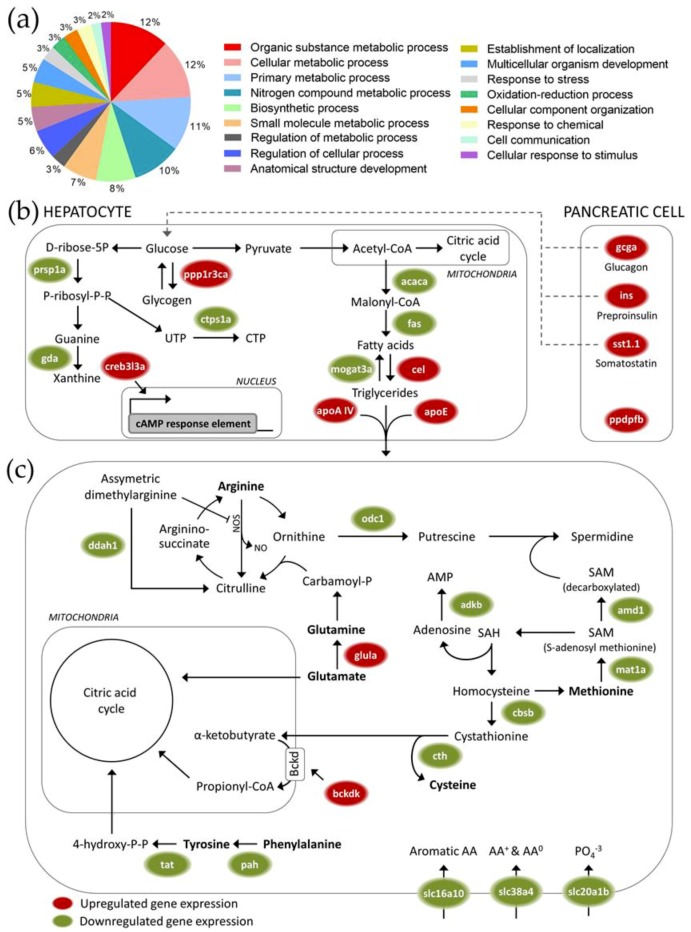
Transcriptional effects in zebrafish liver after feeding with 25% of maize substitution. (**a**) Pie chart summarizing the GO classes affected by feeding with 25% maize. Most differentially transcribed genes (63%) were related to metabolic processes. Details are given for affected pathways related to (**b**) carbohydrate, lipid and purine/pyrimidine metabolism and (**c**) amino acid metabolism. Green indicates downregulation and red indicates upregulation relative to 0% maize substitution (false discovery rate: *p* < 0.05). Dotted arrows represent endocrine regulation, solid arrows indicate pathway conversion steps.

**Figure 4:**
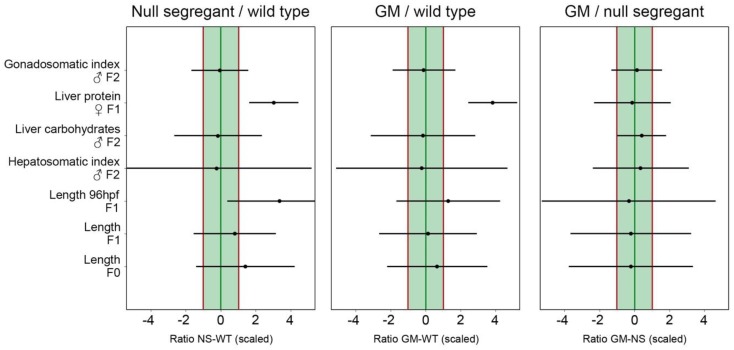
Equivalence testing based on the distribution-wise equivalence (DWE) criterion. Equivalence (DWE) tested for the contrasts GM vs. null segregant (NS), GM vs. wild type (WT) and NS vs. WT for a selection of endpoints: length, hepatosomatic index, liver carbohydrate and protein contents, gonadosomatic index. Mean equivalence limit scaled differences are presented as a black dot, with a 95% confidence interval. The vertical red lines represent the equivalence limits (ELs) (–1,+1), calculated based on the non-GM reference variation dataset.

**Figure 5:**
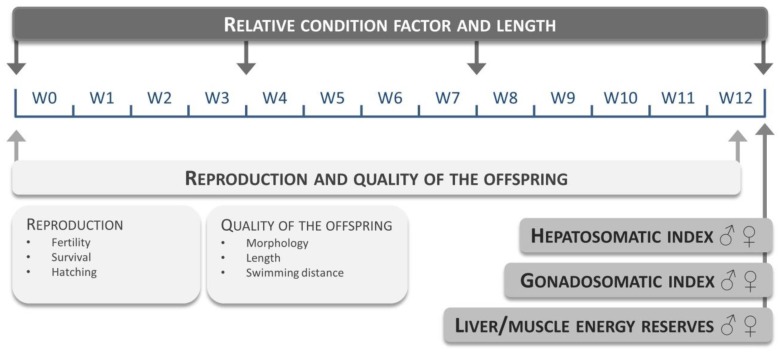
Estimating the natural response variation. Overview of the selected endpoints and corresponding time points measured during the natural response variation feeding trial. Relative condition factor and length were evaluated every 4 weeks, reproduction parameters and quality of the offspring were analyzed at the start of the experiment and at week 12. Hepatosomatic/gonadosomatic index and liver/muscle energy reserves were measured at the end of the feeding trial. W: week.

**Table 1:** Nutritional composition and calculated gross energy of the experimental diets (% of maize substitution) and the commercial control diet (CCD).

Commercial Control Diet		Experimental Diets (% Maize Substitution)						
		0%	5%	10%	15%	20%	25%	CV ^2^
Macronutrient composition (g/100 g)								
Dry matter	93.0	90.0	90.4	90.4	90.8	90.8	90.6	0.3%
Carbohydrates	46.4	32.1	34.7	31.3	31.5	29.5	27.5	7.8%
Proteins	33.4	30.4	34.8	34.4	36.8	34.9	33.9	6.2%
Lipids	3.7	5.0	5.5	4.0	5.8	5.0	6.1	14.2%
Gross energy (kJ/g)	17.6	14.9	16.6	15.3	16.6	15.5	15.4	4.5%
RCF ^1^ “Range finding”								
Day 0	1.00 ± 0.14	1.01 ± 0.13	1.04 ± 0.15	1.01 ± 0.13	0.97 ± 0.12	0.99 ± 0.14	0.99 ± 0.13	13.4%
Day 14	1.00 ± 0.13	1.02 ± 0.13	1.03 ± 0.13	1.06 ± 0.15	1.00 ± 0.13	0.98 ± 0.13	0.97 ± 0.12	14.4%
Day 28	0.95 ± 0.14	0.98 ± 0.13	1.01 ± 0.17	0.99 ± 0.15	0.96 ± 0.16	0.96 ± 0.12	0.96 ± 0.12	14.4%
RCF ^1^ “*Artemia* supplementation”								
Day 0		1.00 ± 0.11			1.00 ± 0.10		1.01 ± 0.11	10.5%
Day 14		1.04 ± 0.11			1.03 ± 0.11		1.03 ± 0.12	10.8%
Day 28		0.98 ± 0.12			1.00 ± 0.12		1.02 ± 0.12	12.0%

^1^ RCF: relative condition factor values for all diet groups. Presented RCF values are mean ± standard deviation measured at day 0, 14 and 28 of the “Range finding” (*n* = 60) and “*Artemia* supplementation” (*n* = 80) feeding trial. ^2^ CV: coefficient of variation (commercial control diet excluded).

**Table 2:** Nutritional composition of the experimental diets containing 10 different maize reference varieties (MV 1–10; 15% total maize substitution) and calculated gross energy values.

	MV1	MV2	MV3	MV4	MV5	MV6	MV7	MV8	MV9	MV10	CV ^1^
Macronutrient composition (g/100 g)											
Dry matter	94.0	93.9	93.9	93.8	93.9	93.9	93.9	93.8	93.8	93.9	0.1%
Carbohydrates	38.1	32.2	37.2	30.6	36.9	35.9	38.1	28.0	61.6	33.2	24.8%
Proteins	34.5	43.8	24.4	30.6	37.0	32.6	21.8	26.9	28.5	29.6	20.7%
Lipids	5.9	2.9	4.2	4.7	4.8	5.8	6.1	5.1	6.6	4.2	22.0%
Gross energy (kJ/g)	17.3	17.3	14.0	14.6	17.2	16.4	14.3	13.4	20.2	14.6	13.3%

^1^ CV: Coefficient of variation.

**Table 3:** Formulation of the experimental diets (g per 100 g dry matter).

Ingredients	0%	5%	10%	15%*	25%
Maize ^1^	-	5.00	10.00	15.00	25.00
Wheat ^2^	25.00	20.00	15.00	10.00	-
Peas ^2^	33.45				
Fish meal ^2^	10.00				
Fish oil ^2^	5.15				
Wheat gluten ^3^	18.85				
Hemoglobin powder ^4^	5.00				
Barox dry ^5^	0.05				
Pro-bind plus ^6^	0.50				
Premix AB1 Fulda ^7^	1.50				
Monocalcium phosphate ^8^	0.50				
Milli-Q water	25.00				

^1^ All maize crops were cultivated specifically for this study at the Institute for Agricultural and Fisheries Research (ILVO, Belgium). ^2^ Aqua-Bio, Joossen-Luyckx B.V., Belgium; ^3^ BENEO GmbH, Germany; ^4^ Actipro 95, Veos, Belgium; ^5^ Antioxidant mixture, Kemin Industries, Inc., USA; ^6^ Binding agent, Sonac, The Netherlands; ^7^ INVE Belgium N.V.; ^8^ Omya SA/NV, The Netherlands.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/6/1472/s1.

## Abbreviations

AGR	Absolute growth rate
ANOVA	Analysis of variance
CCD	Commercial control diet
CV	Coefficient of variation
DWE	Distribution-wise equivalence
EFSA	European Food Safety Agency
EL	Equivalence limit
GM	Genetically modified
GO	Gene ontology
GSI	Gonadosomatic index
hpf	Hours post fertilization
HSI	Hepatosomatic index
ILVO	Institute for agricultural and fisheries research
KEGG	Kyoto encyclopedia of genes and genomes
L	Fork length
NS	Null segregant
MV	Maize variety
OECD	Organization for Economic Co-operation and Development
PMT	Photomultiplier tube
RCF	Relative condition factor
RF	Range finding feeding trial
SD	Standard deviation
W	Weight/Week
WT	Wild type

How the deposited data were processed for this re-analysis (not part of the article)

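The data are two-colour Agilent arrays of pooled zebrafish livers after 28 days on Artemia-supplemented diets with 0 or 25% maize. The authors scanned the arrays, quantified the spots with GenePix Pro and processed them with limma (named in the submitters' processing notes, version not given in the sources used here), and deposited 1 log ratio of the dyes per probe and array, read here as log2. The log base, the direction of the ratio, the background correction, the normalization and the filter that left 12275 probes are not given in the sources used here, base 2 being the convention of limma. No scanner files were used here.

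Each array was mapped to its pools, dyes, sexes, diets and replicate numbers from the labels. The 12 arrays hold 12 pools, each on 2 arrays with opposite dyes. Males and females of a diet with 1 replicate number shared a tank. The replicate numbers link the diets by number only, since the methods name no shared batch and of the correlations of the deviations of same-numbered pools of 1 sex, 3 of 4 were above 0.1 (up to 0.21) and 1 was -0.17, where a pairing was to be accepted only with all above 0.1. The number was not used as a block in the main model, as set before, and a fit with the block is an alternative.

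Ratios were fitted with limma 3.58.1 in R 4.3.3 with a term for each sex and diet and 1 for the dye, after whitening with a covariance in which arrays that share a pool or a tank are correlated. The variance ratios were estimated over all probes by restricted maximum likelihood, at 2.91 times the array error for pools and 0 for tanks. Contrasts were the diet effect independent of sex (the mean of the effects in females and males), the effect in each sex, their difference and the sex difference. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The steps were tested on simulated data with 200 changed probes in each of 5 runs. Levels of single pools were solved from the closed loop and are relative to the mean of the 12 pools. The number of arrays limits the precision.

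In all, 10307 probes had 1 gene symbol in the platform annotation and 1968 had none, and no probe had several. Symbols were matched through the accessions of RefSeq's GRCz12tu gene table (9007 probes), as current symbols (976) or as synonyms (317), and 7 were kept as the array gives them. The symbol changed for 2646 probes. No coordinates are given, since the array names no genome build. A gene takes the mean of its probes, which can pass where its probes singly do not. Of the other genes named as past the threshold, 1 probe of several passed for igfbp1a, apobb.1, cth, mat1a, xbp1, hadh, msrb2, cat and tefa, and no probe for hyou1, atf4a and acsl1b.

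The genes named are those of Fig. 3, the 10 higher and 10 lower genes with the largest log2 change among those past the threshold (with the same sign in both sexes for the diets), and up to 4 members of each list with the smallest p. The 38 gene lists, 7 of them made of genes of Fig. 3, were fixed before the data were examined, as were the contrasts, the main tests and the alternatives, except for the covariates of marker scores and the tests on ovary tissue, pancreas, islets and ribosome biogenesis of the closing section. Lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. Bile acid synthesis and transport (9 genes), bile duct and stellate cells (11), leukocytes (14), cell cycle (31) and the 27 hepatocyte secreted proteins, of which apobb.1 and rbp4 were higher also over the list alone, did not shift between the diets by camera, and neither did the ovary and oocyte genes, the vitellogenins and oestrogen-responsive genes, or the intestine genes. The 8 erythrocyte genes shifted upwards (adjusted p = 0.0174 and 0.612 with an estimated correlation) with no member past the threshold. The carbohydrate and lipogenesis lists of Fig. 3 had 2 measured genes each and were not tested as lists.

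Alternatives changed the treatment of shared pools, tanks, replicate numbers and dye, the scaling and weighting of arrays, the probes and the threshold, and left out each pool in turn. Functional classes of the gene ontology were not tested. Figures were drawn with matplotlib 3.10.9.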

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

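The tests on ovary tissue, pancreas, islets and ribosome biogenesis in this part were chosen after the results were seen, and 2 of them were rewritten after their first outcome, while the tests of other splits of the pools were set before.

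In females 93 probes passed for the diets and in males 6, while the test of the difference between the sexes called no probe (1113 at an unadjusted p under 0.05 in limma). With arrays scaled to a common spread, more probes passed in males than in females, and probes also passed for the difference, as given below. The pattern therefore depends on the scaling. Ovary and oocyte genes, all 18 of which were higher in female than in male pools and which the paper's main text does not report on, varied between female pools. Of the 88 genes called in females, 79.5% (70 genes) had a diet effect opposite to their sex difference, as less ovary tissue on 25% maize would give, and for these 70 the share of ovary and the diet cannot be told apart. The other 18 did not oppose their sex difference, 5 changing along it, such as txnipa (1.28 in females, sex difference 0.35), and 13 having none past the threshold, such as bckdk (1.15 and 0.02) and slc25a32a (2.64 and -0.41). For these the values give no sign of less ovary, but the sex difference of a pool mixes liver and ovary and does not exclude it for a single gene. Of the 88, 58 had the same sign in males. Over all genes, 32.0% were lower and 38.3% higher in females than in males at an adjusted p under 0.05. A first form of this test asked whether the genes called higher changed by more than the upper bound of hepatocyte genes, 0.50, which 64 of 64 did, and was replaced because calling itself selects large changes. The splits of the 6 female pools, 10 with the real one, are too few for a share under 0.05. The highest other split called 1275 probes and set the 3 pools with the highest ovary and oocyte levels (0% maize replicates 1 and 3 and 25% maize replicate 3) against the others, which points to a structure of the samples.

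In males the highest of the other splits called 4 probes against 6, and the 10 splits, with the real one, are again too few for a share under 0.05. Independent of sex, 100 of the 200 possible splits of the pools within each sex were drawn, and 2 of them, with the real one, gave at least 458 probes, with 554 as the highest other. Exchanging the diets in 1 sex turns the interaction of a split into the diet effect of another, which gives counts for 152 of the 200 splits. Of these, 3 gave at least 458 (1.97%), with 926 as the highest other. The splits with 554 and 926 again set those 3 female pools apart, which points to the same structure of the samples. The share is under 0.05, but the real split is the 1 in which every array holds both diets and so the most directly measured, and the other splits leave the diet effect in their spread, so that the splits are not alike and chance is not called excluded from them alone. For the interaction no probe passed, so that each of the 100 splits gave at least as many by construction and their count tests nothing. The highest other gave 926.

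The paper's main text does not report the sex difference, and its Supplementary S2 was not at hand. For this contrast 8526 probes passed, 4312 higher and 4214 lower in females. In 1 of 100 splits, the real one, the count was as large, with 8014 as the highest other. These splits also differ in how many arrays set their groups side by side, so that the same limit holds.

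The islet hormone genes ins, gcga, gcgb, sst1.1 and sst2 deviated together from their group means, with a mean pairwise correlation of 0.905 over the 12 pools, against 0.796 as the highest of 10000 random sets of 5 genes. This is consistent with a varying number of islets caught in each pool. A larger share of pancreas in the 25% maize pools cannot be told apart from a change of the hormone genes, since their mean diet effect exceeded that of the exocrine genes by 0.53 with a 95% interval from -0.45 to 1.51. Transcription of the hormones in response to the diet stays open and was not tested apart from these. On the array of the 25% maize female pool and the 0% maize male pool of replicate 4, ins was at 3.49, far from the other 4 arrays of the group (-2.81 to -1.04).

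On 25% maize, 36 of 52 ribosome biogenesis genes were lower, a list outside the pathways the paper draws. The paper also names translational processes for its other affected transcripts, whose list in the supplement was not at hand. Ovary tissue is excluded as the whole cause, since the mean effect in males was -0.36 (95% interval -0.51 to -0.21). A dye effect is excluded as well, since the mean ratio was -0.36 in the 6 arrays with 25% maize in Cy5 and -0.40 in the 6 with it in Cy3. A first form of this test asked for a ratio below 0 in at least 10 of the 12 arrays, which 7 met, and was replaced because an array of 2 sexes also carries the sex difference. A response to the diet is a hypothesis found and examined on the same data, and other differences between tanks stay open.

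Far from the other arrays of their group lay creb3l3a on the array of the 25% maize female pool of replicate 3 and the 0% maize male pool of replicate 4, at -1.46 (others -0.17 to 0.25), and amd1 on the array of the 25% maize male pool of replicate 1 and the 0% maize female pool of replicate 2, at -2.08 (others -1.29 to -1.01). Chance gives about 1 in 20 such groups, and 3 of 86 were found.

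The diet effect differed between the sexes for 18 lists by camera with a preset correlation, 0 with an estimated correlation, and for 5 by fry. The latter were glycogen, gluconeogenesis, fatty acid oxidation, lipoprotein and bile acid genes, each higher on 25% maize in females relative to males. Lists of cell types were among the 18 by camera, with hepatocyte secreted proteins (adjusted p = 1.51e-05), exocrine pancreas (9.57e-05) and intestine genes (3.88e-04) higher and ovary and oocyte genes (2.93e-05) lower in females relative to males, and none of these 4 passed fry. A difference in metabolism was not tested apart from a difference in the cell types of the pools. Camera with an estimated correlation also called 0 lists for the sex difference itself, where fry called 31. Its 0 for the interaction therefore cannot argue against these differences.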

How the results depend on the processing

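Covariates of marker scores were chosen after seeing the data, and the other alternatives before. The diet effect independent of sex (458 probes) became 1903 with arrays as independent, 988 with no dye term, 843 at a false discovery rate of 0.10, 236 with unweighted pool values, 105 with the replicate block (98 of them among the 458), 35 with tank means and 0 with arrays scaled to one median absolute deviation, and 830 and 220 with the ovary and intestine scores. The diet effect in females (93) was 194 with unweighted pool values, 2 with the replicate block, 1221 with scaled arrays, 152 with array quality weights, 303 at a rate of 0.10, and 16, 1 and 11 with the ovary, exocrine pancreas and intestine scores. The diet effect in males (6) was 25, 0, 2730, 26 and 61 under those settings, 0 with no dye term, 0 with only probes with 1 gene symbol, 2 with 1 value per gene, and 15, 0 and 0 with the scores. For the diet by sex interaction (0 with limma), 8 passed with unweighted pool values, 1 with the replicate block, 3280 with scaled arrays and 1 with the ovary score. The sex difference (8526) was 4699 with 1 value per gene and 5680 with the more variable probes, where fewer were tested, and 32, 1111 and 2896 with the scores. Of the gene lists, 17 passed, against 11 with scaled arrays, 3 with an estimated correlation and 9 with fry. Scaling enlarges the 2 arrays of 1 sex by its construction, whose SD was 0.40 and 0.52 against 0.87 to 1.36 for the others. Apart from this and from settings that test fewer probes or use another threshold, the cause was not tested.

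Leaving out 1 pool gave 63 to 1896 probes for the diet effect independent of sex, 0 to 527 in females, 0 to 13 in males, 0 to 9 for the diet by sex interaction, 7723 to 9325 for the sex difference and 14 to 20 gene lists. Of 43 named genes tested for the diets, the directions held in all settings except for cel.1, which was at -0.0406 with scaled arrays, at -0.0485 with the exocrine pancreas score and between -0.0484 and 0.167 with 1 pool left out. With 1 pool left out, 424 of 516 values kept their side of the threshold, 71 no longer passed and 18 newly passed, and in the other settings 555 of 645, with 64 and 24. Turning the sign of all ratios exchanges higher and lower by construction. The ribosome biogenesis list and the nucleotide and solute carrier lists of Fig. 3 kept their calls in 32 of 32 settings, while the oxidative stress list lost its call in 17, the exocrine pancreas list in 12 and the endocrine pancreas list in 10. The heat shock list, which did not pass, kept this in 21 of the 32. Leaving out the tank term changed nothing, since the tank variance was 0. The replicate block rests on numbers for which no shared batch is named, and 3 of 8 pools correlated best with the same-sex pool of their own number. Tank means hold no sexes and gave no values for them. The number of arrays limits the precision.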

Differences from the paper's values

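The paper's count of transcripts that differed between 25 and 0% maize independent of sex at a false discovery rate of 0.05 is 115, and 458 probes passed here at the same rate. The paper's count of upregulated transcripts is 72 against 210, that of downregulated transcripts 43 against 248, and that of transcripts with a known annotation 107 against 408 with a gene symbol. The 408 are probes and name 305 genes. Whether the paper counts each probe or joins probes of a gene is not given in the sources used here, so the units may differ. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's with the replicate block (105) and without 1 pool (0% maize female replicate 1, 98; 0% maize male replicates 1 and 4, 79 and 150; 25% maize female replicates 2, 3 and 4, 90, 119 and 86; 25% maize male replicate 3, 92), and with no other. The upregulated count did so without 0% maize male replicate 4 (87), 25% maize female replicates 2, 3 and 4 (48, 60 and 51) and 25% maize male replicates 1 and 3 (88 and 52). The downregulated count did so with the replicate block (58) and without 0% maize female replicate 1 (52), 0% maize male replicates 1, 3 and 4 (35, 35 and 63), 25% maize female replicates 2, 3 and 4 (42, 59 and 35) and 25% maize male replicate 3 (40). The annotated count did so with the replicate block (95) and without 0% maize female replicate 1 (89), 0% maize male replicate 4 (135), 25% maize female replicates 2, 3 and 4 (79, 107 and 77) and 25% maize male replicate 3 (83). The other alternatives did not for any of these counts. The paper has more transcripts upregulated than downregulated, and here 210 were higher and 248 lower. More were higher than lower with the more variable probes (191 and 188), without 0% maize male replicates 1 (44 and 35) and 4 (87 and 63), without 25% maize female replicates 2 (48 and 42), 3 (60 and 59) and 4 (51 and 35), without 25% maize male replicate 3 (52 and 40), with the sign of all ratios turned, which exchanges the directions, and with the intestine score (111 and 109), which was chosen after seeing the values and dropped 2 of the 17 genes of Fig. 3 that passed, cth and mat1a.

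The paper gives the 3 islet hormones as upregulated. Here gcga, ins and sst1.1 had positive changes that passed under no setting, with adjusted p from limma between 0.0872 and 0.816, 0.268 and 0.992, and 0.0850 and 0.762 over the settings, and ppdpfb, given by the paper with them, was higher here too. Of the paralogs, apoea, apoa4b.2 and cel.1 passed under no setting either. The paper also gives cel, apolipoproteins E and A-IV, creb3l3a and glula as upregulated and odc1 and slc38a4 as downregulated, and none of these passed here over all genes, though all had the paper's direction. With arrays as independent, apoa4b.1, apoeb, cel.2, creb3l3a, glula, odc1 and slc38a4 passed. Without a dye term these passed except apoeb, at a rate of 0.10 apoa4b.1, cel.2, glula and slc38a4 did, and cel.2 passed with the replicate block and with no interaction term. All 7 passed without 25% maize male replicate 2. Of the others left out singly, apoeb, cel.2, creb3l3a and glula passed without 0% maize female replicate 2, apoa4b.1, odc1 and slc38a4 without 0% maize female replicate 3, cel.2 and creb3l3a without 0% maize male replicate 4, creb3l3a without 25% maize female replicate 3 and glula without 25% maize female replicate 4. With covariates chosen after seeing the values, apoeb, cel.2, odc1 and slc38a4 passed with the ovary score, which dropped 0 of the 17 genes of Fig. 3 that passed in limma, and cel.2 with the exocrine pancreas score, which dropped 2 of them, cth and mat1a. One probe of cel.2 and 2 of slc38a4 passed on their own. The methods speak of 4 biological replicates per diet and of 24 samples on the arrays, and the labels name 12 pools with 24 labelled extracts.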

Other observations

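Of 15 clock genes measured, 3 passed on 25% maize. The cryptochrome cry3a rose by 0.47 on the log2 scale (standard error 0.07, adjusted p = 0.00473 from limma), and the repressor bhlhe41 and the activator tefa fell by 0.62 (standard error 0.11, adjusted p = 0.0082) and 0.39 (standard error 0.09, adjusted p = 0.0277), with 4 higher and 4 lower when adjusted over the list alone. The list as a whole did not shift (adjusted p = 0.754 from camera). The retinol carrier rbp4, secreted by hepatocytes, rose by 0.83 (standard error 0.16, adjusted p = 0.0152).

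Between the sexes, the genes with the largest log2 difference towards female pools were of egg coat and yolk, with zp2.6 of the zona pellucida at 6.15 and the vitellogenin vtg4 at 5.72, and included nots at 5.12. Of 31 cell cycle genes 30 were higher in female pools, and of 72 ribosomal protein genes 68, as were all 18 ovary and oocyte genes, with a median of 3.65. With the ovary and oocyte marker score as a covariate, chosen after seeing the data, the number of probes that differed between the sexes was 32 in place of 8526, with a score that itself separates the sexes. Ovary tissue in the pools and a sex difference of liver were not tested apart for these groups. Among genes higher in males were thrsp, a regulator of lipogenesis, at -3.83, hpxa, which encodes the haem carrier hemopexin, at -2.99 and hsd17b3, which makes testosterone, at -2.52. Of 27 hepatocyte secreted proteins 24 were lower in females.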
